# Comparative multi-tissue profiling reveals extensive tissue-specificity in transcriptome reprogramming during thermal adaptation

**DOI:** 10.7554/eLife.78556

**Published:** 2022-05-17

**Authors:** Noushin Hadadi, Martina Spiljar, Karin Steinbach, Melis Çolakoğlu, Claire Chevalier, Gabriela Salinas, Doron Merkler, Mirko Trajkovski

**Keywords:** temperature, multi-tissue transcriptomics, metabolism, cold, warm, adipose tissue, Mouse

## Abstract

Thermal adaptation is an extensively used intervention for enhancing or suppressing thermogenic and mitochondrial activity in adipose tissues. As such, it has been suggested as a potential lifestyle intervention for body weight maintenance. While the metabolic consequences of thermal acclimation are not limited to the adipose tissues, the impact on the rest of the tissues in context of their gene expression profile remains unclear. Here, we provide a systematic characterization of the effects in a comparative multi-tissue RNA sequencing approach following exposure of mice to 10 °C, 22 °C, or 34 °C in a panel of organs consisting of spleen, bone marrow, spinal cord, brain, hypothalamus, ileum, liver, quadriceps, subcutaneous-, visceral- and brown adipose tissues. We highlight that transcriptional responses to temperature alterations exhibit a high degree of tissue-specificity both at the gene level and at GO enrichment gene sets, and show that the tissue-specificity is not directed by the distinct basic gene expression pattern exhibited by the various organs. Our study places the adaptation of individual tissues to different temperatures in a whole-organism framework and provides integrative transcriptional analysis necessary for understanding the temperature-mediated biological programming.

## eLife digest

Humans, mice and most other mammals are constantly exposed to fluctuations in the temperature of their environment. These fluctuations cause striking metabolic effects in the body, for example, exposure to cold promotes burning of calories to generate heat, thereby reducing how much fat accumulates in the body. On the other hand, warmer temperatures strengthen the bones and protect against a bone disease known as osteoporosis. As such, it has been suggested that exposure to alternating warm or cold temperatures could be a potential lifestyle intervention that conveys various benefits to our health.

Our body stores fat in tissues known as adipose tissues, which are found all over the body including under the skin and around our major organs and muscles. Exposure to cold triggers changes in the activities of some genes in the adipose tissues to burn more calories. But it remains unclear how temperature affects the activities of other organs with respect to their expression of genes in the whole-body context.

Hadadi, Spiljar et al. used an RNA sequencing approach to study the activities of genes in various tissues of mice exposed to cold (10°C), room temperature (22°C), or mild warm (34°C). The experiments revealed numerous genes whose levels were different in the various organs and temperatures tested.

Overall, adipose tissues experienced the biggest changes in gene levels between different temperatures, followed by tissues involved in immune responses, and the brain and spinal cord tissues. Each organ changed gene expression levels in its own way. , and this was not due to the different intimate gene expression profile between the various organs.

These findings improve our understanding of how changes in temperature affect mammals by putting the responses of individual tissues into the context of the whole body. Hadadi, Spiljar et al. also generated a web-based, free-to-use application to allow others to view and further analyze the data collected in this work for gene levels in the various organs of interest.

## Introduction

Over the last decade and since the discovery of active brown adipose tissue (BAT) presence in humans, cold acclimation for stimulating thermogenesis has gained great interest as an intervention leading to increased energy expenditure (Chondronikola et al., 2016; Nedergaard et al., 2007). The association between activating the thermogenic program of BAT and metabolic health has been extensively studied (Waldén et al., 2012). Most of these studies are conducted on mouse models and different cold exposure interventions have been used to alter adipose tissue activity and metabolism (Peres Valgas da Silva et al., 2019). The BAT is present at distinct anatomical sites, including the interscapular (iBAT), perineal and axillary depots. The white adipose tissue (WAT) stores energy in form of triglycerides, and is found throughout the body. Its largest compartments are the subcutaneous and visceral adipose tissues (SAT and VAT, respectively). Following prolonged cold, brown fat-like cells also emerge in SAT (known as ‘beige’ cells) in a process referred to as white fat browning. Brown and beige fat-associated thermogenesis account for 2–17% of the total 12–20% of energy that is expanded daily (Tan et al., 2011), indicating that other tissues may also contribute (van Marken Lichtenbelt and Schrauwen, 2011), as has recently been shown for the liver (Abumrad, 2017; Simcox et al., 2017) and muscle (Rowland et al., 2015). However, the contribution of other organs in the overall adaptation of the organism to cold exposure is less understood (Omran and Christian, 2020).

The hypothalamus is the central regulating unit in the brain for maintenance of energy homeostasis, including body temperature. During cold, sympathetic signals are sensed by adipocytes via their beta-adrenergic receptors, which results in BAT activation (Cannon and Nedergaard, 2004; Chechi et al., 2013; Stojanović et al., 2018). Immune cells are also implicated in the effects of cold exposure in the adipose tissues (Hotamisligil, 2017; Kohlgruber et al., 2016; Molofsky et al., 2013; Omran and Christian, 2020; Qiu et al., 2014; Stojanović et al., 2018), which harbor an antiinflammatory immune profile under cold. In obesity, the fat predominantly contains inflammatory immune cells linked to systemic low-grade inflammation (Hotamisligil, 2017; Kohlgruber et al., 2016). How the systemic immune state at cold or warm temperature, however, remains largely elusive. While immune cells reside in a variety of organs, the greatest immune hubs are the primary lymphoid tissues where immune cells are generated (e.g. bone marrow), and the secondary lymphoid tissues where they are activated and expanded (e.g. spleen). Small stretches of lymphoid tissues also reside within other organs, including the intestine that contains the gut-associated lymphoid tissues (GALT). We (Chevalier et al., 2020; Chevalier et al., 2015; Spiljar et al., 2021) and others (Simcox et al., 2017) observed that cold (4–10°C), and warm exposures close to thermoneutrality (33–34°C) also affect organs apart from the adipose tissues, including the intestine, bone, and immunologic tissues. The ambient temperatures where metabolic rate is at a minimum is the usual definition of a thermoneutral zone, and it is in the interval of 29 °C in the light phase and up to 33 °C during dark (Škop et al., 2020). The typical housing of mice is at room temperature (RT) of 22 °C, which is below their thermoneutrality, and a substantial amount of their energy expenditure is devoted to maintaining core body temperature. The above data suggest that thermal variations exert a whole-body functional reprogramming; however, no systematic transcriptomics analysis has addressed to what extent organs undergo changes induced by temperatures below the thermoneutral zone. It is also not clear whether various organs display conserved, or tissue-specific transcriptional signatures.

RNA sequencing (RNASeq) is the most widely used quantitative approach to assess the global gene expression and its alterations under different conditions, since it determines subtle molecular changes that may contribute to acquisition of certain phenotypes (Carninci et al., 2005; Grada and Weinbrecht, 2013). It has been shown that RNAseq can reflect tissue specificity; as such, highly regulated genes might represent characteristic functions of the tissues (Breschi et al., 2016; Sonawane et al., 2017). However, due to a deluge of data, particularly when several transcriptomic data sets are obtained, the combined analysis of several datasets (meta-analysis) remains challenging (Sudmant et al., 2015). This analysis becomes even more challenging if one aims to interconnect the variations in the meta-data with the complex molecular basis of phenotypic changes.

In this study, we conducted a systematic transcriptomics analysis across 11 mouse tissues at RT and cold (10 °C), and across additional 7 tissues at mild warm close to the mouse thermoneutral zone (33–34°C). We establish a common expression signature of differentially expressed genes in BAT during various cold exposure experimental setups across seven studies (six previously published RNAseq datasets and this work). Further, we provide a comprehensive resource dataset of comparative transcriptomics across 11 mouse tissues describing the transcriptional landscape at room temperature (RT) and at 10 °C, and supplement these analyses with a multi-tissue transcriptomics profiling at 34 °C. We systematically investigate how differential expression impacts specific cellular functions across the tissues and identify shared, specific, and inversely regulated gene signatures and gene set enrichments under cold exposure and at 34 °C compared to RT housing. Our work shows that adipose tissues undergo most severe transcriptome changes, followed by the immune tissues and the CNS cluster. With this resource and the applied bioinformatics methods, we characterize tissue-specific expression patterns and detect temperature-dependent gene expression profiles; provide insights into the tissue-specific adaptation mechanisms associated with temperature variations; and place the adaptive role of each tissue in a whole-organism perspective to comprehend the tissue-specific organization of the biological processes after 12 °C increase or decrease of environmental temperature compared to RT housing.

## Results

### Effectiveness of 10°C for activation and recruitment of the thermogenic capacity of brown adipose tissue (BAT)

We first investigated the effectiveness of a mild cold intervention using 10 °C on the interscapular brown adipose tissue (iBAT) following a gradual decrease of the temperature, to mimic the environmental temperature decrease that typically happens in nature. 

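Brown fat from this experiment was read by bulk RNA sequencing, in 3 libraries from mice at 10 °C and 3 libraries from mice at 22 °C. Per the paper each library pools 2 mice. The libraries hold 16381720 to 20447107 (median 16496379) counts at 10 °C and 11627535 to 23222905 (median 17325267) counts at 22 °C. The authors aligned the reads with STAR to mm10, counted them per gene with HTSeq and compared the groups with edgeR's exact test. Their deposited gene counts were used here without realignment. Counts were scaled to CPM with TMM factors, and the 12791 genes with an average log2 CPM above 0 were compared with edgeR's quasi-likelihood F-test, two-sided. A gene is called here when its unadjusted p is at most 0.05 and its fold change is above 1.5, and adjusted p values are from the Benjamini-Hochberg method over all genes tested. Standard errors of single genes come from the fitted model, and the libraries carry no molecular barcodes, so PCR copies are counted as reads. Gene positions are given on GRCm38 (mm10) from GENCODE M21.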

We combined the iBAT thermogenic biomarkers introduced in the literature (Perdikari et al., 2018) with those genes in the Gene Ontology (GO) database which are annotated to any GO term related to adaptive thermogenesis. This resulted in a list of 148 potential thermogenesis-induced genes, of which 120 genes were significantly differentially expressed in at least one of the seven studies Supplementary file 1. We next compared the regulation of these genes in our study to the six other publicly available transcriptomic datasets, where C57BL/6J male mice were used in a cold exposure intervention and compared to littermates housed either at RT or at 30 °C (Bai et al., 2017; Cheng et al., 2018; Hao et al., 2015; Marcher et al., 2015; Shore et al., 2013; Xu et al., 2019; Figure 1a). Several parameters such as gender, initial temperature, the cold temperature, the duration of the cold exposure, and the nature of the exposure (acute or chronic) are varying across these studies.

**Figure 1.**
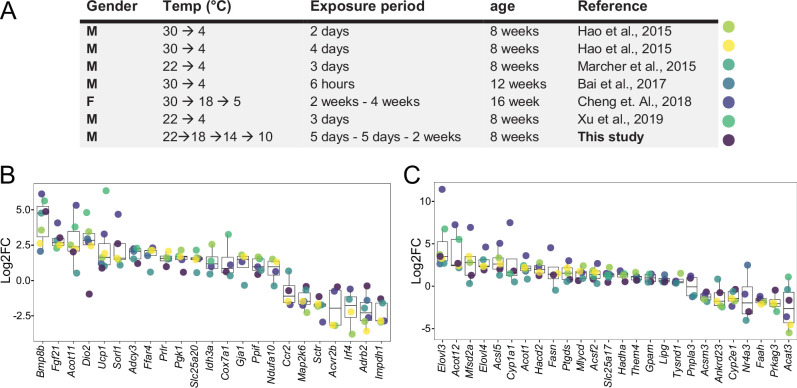
Log2FC of brown adipose tissue (BAT) biomarkers across seven datasets. (**A**) Table of seven cold exposure studies with their corresponding experimental conditions. (**B**) Log2FC of 23 selected BAT thermogenic markers. (**C**) Log2FC of 26 selected fatty acid metabolism gene markers. The markers in (**B**) and (**C**) were selected as being significantly (p<0.05) regulated in at least four datasets. Each dot corresponds to the log2FC of the indicated gene and colors specify the corresponding study as designated in (**A**).

Within the identified genes across the seven different studies, we found *Ucp1* and *Bmp8b* being increased in all seven datasets, followed by *Dio2* and *Fgf21* that were regulated in six studies (Supplementary file 1). 

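Of these genes, Ucp1 (ENSMUSG00000031710, chr8:83290352–83298452) had 5919 ± 2135 (SD, n = 3) CPM at 22 °C and 10781 ± 1853 (SD, n = 3) at 10 °C in iBAT. Its log2 fold change was 0.86 (standard error 0.285; adjusted p 0.085, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every 10 °C library lay above every 22 °C library. With 22 °C replicate 2 left out the change was 0.66 and the gene was no longer called.

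Bmp8b (ENSMUSG00000002384, chr4:123105165–123132099) went from 0.439 ± 0.202 (SD, n = 3) to 13.5 ± 5.87 (SD, n = 3) CPM, a log2 fold change of 4.87 (standard error 0.432; adjusted p 0.000483, same test), with all 3 cold libraries higher. Dio2 (ENSMUSG00000007682, chr12:90724552–90738438) moved the other way. It had 276 ± 172 (SD, n = 3) CPM at 22 °C and 141 ± 14.1 (SD, n = 3) at 10 °C, a log2 fold change of −0.97 (standard error 0.352; adjusted p 0.11, same test), with all 3 cold libraries lower. Without 10 °C replicate 1 it fell by 0.90 and without 22 °C replicate 3 by 0.32, and was not called. Fgf21 (ENSMUSG00000030827, chr7:45613886–45615490) lay under the expression limit and was not tested, at 0.147 ± 0.0911 (SD, n = 3) CPM at 22 °C against 1.35 ± 0.405 (SD, n = 3) at 10 °C.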

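In the iBAT libraries of the 10 °C experiment all 148 genes of the study's thermogenic list are in the count table, and 134 of them passed the expression limit. Of these, 49 had an unadjusted p of at most 0.05, 22 higher and 27 lower at 10 °C, and 30 of the 49 also changed more than 1.5-fold. Edge cases depended on the adjustment: 22 genes were under an adjusted p of 0.05 over all genes tested and 25 when adjusted over the list alone. Leaving out 1 library at a time gave 34 to 59 genes at the unadjusted limit. The number was lowest without 10 °C replicate 3.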

The cold exposure study of Cheng et al., 2018 covered a maximum of 75 of the total 120 differentially expressed genes from all the seven studies, followed by Marcher et al., 2015 with 63 and this study with 55, while the study by Bai et al., 2017 identified the least with 13. Out of the 120 genes, we selected 23 genes that were significantly regulated in at least four datasets and compared their log2FC across the seven studies (Figure 1B). Despite the notable differences in the experimental conditions, both the number of thermogenesis-induced genes and the magnitude of their change in iBAT at 10 °C were in agreement with those obtained at colder temperatures.

We further focused on 292 genes involved in fatty acid metabolism (as annotated in GO database), a process of critical importance for the cold-induced thermogenesis Supplementary file 2. We identified 190 genes which were significantly differentially expressed in at least one of the seven studies. Only Elovl3 was significantly changed in all seven studies, and we observed a similar trend for the number of fatty acid metabolism-related genes across seven studies, with the maximum number of 127 differentially expressed genes in Cheng et al., 2018, 105 in this study, 101 in the study by Marcher et al., 2015 and the lowest number with 10 in Bai et al., 2017. 

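For the fatty acid metabolism list, 274 of 292 genes are in the iBAT count table and 220 were tested. At the unadjusted limit 74 genes changed, 54 higher and 20 lower at 10 °C, and 54 of the 74 also passed the fold limit. After adjustment over all genes 49 remained under 0.05, and 61 when adjusted over the list alone. The range with 1 library left out was 66 to 86 genes. Elovl3 rose in iBAT from 66.6 ± 16.2 (SD, n = 3) to 756 ± 31.3 (SD, n = 3) CPM.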

Comparing the log2FC of the 26 genes that were significantly changed in at least four datasets (Figure 1C) shows that consistent with the thermogenesis-regulated genes (Figure 1B), the regulation of fatty acid metabolism related-genes in our study using 10 °C is in agreement with the other studies. These comparisons (both the number of differentially expressed genes and the magnitude of their changes) suggest that 10 °C used in this study induces gene expression alterations that are similar to the harsher cold exposures.

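The 34 °C experiment on brown fat has 3 libraries from mice kept 4 weeks at 34 °C and 3 libraries from mice kept at 22 °C, and these 22 °C libraries are not the ones compared with 10 °C. They hold 31583556 to 40297761 (median 36663093) counts at 34 °C and 29545458 to 39813329 (median 37783452) at 22 °C. The test was run as for the 10 °C libraries, on 12331 genes. It called 1505 genes higher and 887 genes lower at 34 °C. Of the called genes 1128 higher and 800 lower also had an adjusted p under 0.05. Scaling by library size only moved this result most, to 3090 higher and 407 lower, with the median of all genes at a log2 fold change of 0.30. Leaving out 1 library gave 2001 to 2800 called genes.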

To better understand BAT physiological changes which are associated with thermal adaptation, we further investigated gene expression changes after 4 weeks exposure to 34 °C compared to 22 °C. 2,126 genes were downregulated and 1118 were upregulated (p<0.05 and |log2FC|>0.6) in BAT from mice kept at 34 °C compared to 22 °C-kept littermates Supplementary file 3. Notably, these changes were more pronounced compared to the 767 upregulated genes and 988 downregulated genes (p<0.05 and |log2FC|>0.6) Supplementary file 4 when comparing 10–22°C, although in both thermal adaptations the temperature change is 12 °C. 76% of the 606 commonly changed genes between 34 °C and 10 °C were regulated in the opposite direction (Supplementary files 5 and 6). 

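At 10 °C, iBAT had 768 genes called higher and 926 called lower, of which 587 and 530 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library size only the split was 486 higher and 1494 lower, and the median of all genes moved by a log2 fold change of −0.18. Of the 1694 called genes, 1412 (83.4%) were also called with that scaling, and 1690 (99.8%) with edgeR's exact test.

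Among 11708 genes tested at both temperatures, 482 were called in both, where independent calls would share 268. Opposite directions were found for 379 of the 482 (78.6%, 95% interval 74.7 to 82.2). They split into 211 genes higher at 10 °C and lower at 34 °C and 168 the other way round. The remaining genes were higher at both temperatures (53) or lower at both (50). The share of opposite directions was 85.6% with library size only and 73.5% to 84.2% with 1 library left out.

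**Figure D1:**
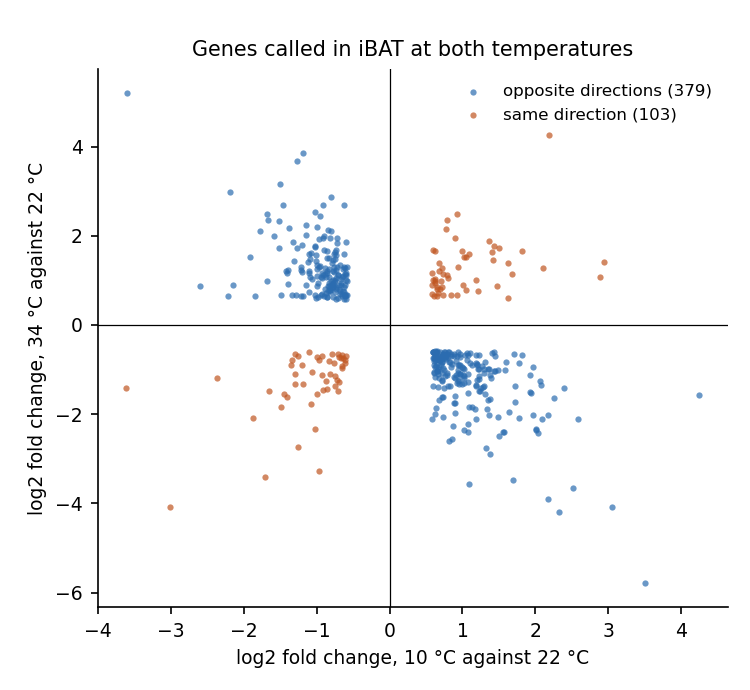
Log2 fold changes of the 482 iBAT genes called at both temperatures, against 22 °C. Each point is a gene, blue for opposite and orange for the same direction.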

A total of 14 thermogenic and 32 fatty acid metabolism biomarkers were found among the 606 genes, with 82% of fatty acid biomarkers and 65% of thermogenic biomarkers showing reverse regulation patterns consistent with the direction of the temperature change (Figure 2, Figure 2—figure supplement 1, Supplementary files 5 and 6). 

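Of the thermogenic list, 11 genes were called in iBAT at both temperatures and 7 of them went in opposite directions (63.6%, 95% interval 30.8 to 89.1). For the fatty acid list these numbers were 27 genes and 22 in opposite directions (81.5%, 95% interval 61.9 to 93.7). The difference between the lists was not tested.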

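In iBAT at 10 °C the adjusted p of the 5 genes Ucp1, Sorl1, Elovl3, Elovl6 and Acot11 ranged from 0.000146 to 0.085 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in each the 3 libraries at 10 °C lay above the 3 at 22 °C. Sorl1 (ENSMUSG00000049313, chr9:41964720–42124297) went from 77.3 ± 12.8 (SD, n = 3) to 467 ± 82.7 (SD, n = 3) CPM, a log2 fold change of 2.60 (standard error 0.182). Elovl3 (ENSMUSG00000038754, chr19:46131897–46135694) changed by 3.50 (standard error 0.201). Elovl6 (ENSMUSG00000041220, chr3:129532355–129638495) rose by 1.56 (standard error 0.229), from 1063 ± 305 (SD, n = 3) to 3140 ± 116 (SD, n = 3). Acot11 (ENSMUSG00000034853, chr4:106744555–106804998) went from 414 ± 55.6 (SD, n = 3) to 1672 ± 236 (SD, n = 3), a change of 2.01 (standard error 0.174).

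At 34 °C all 5 fell, with adjusted p from 0.00103 to 0.006 by the same test and every 34 °C library under every control. Ucp1 went from 6674 ± 1417 (SD, n = 3) to 1394 ± 256 (SD, n = 3) CPM, a log2 fold change of −2.26 (standard error 0.2). For Sorl1 the CPM were 58.2 ± 12.3 (SD, n = 3) and 13.4 ± 6.70 (SD, n = 3), a change of −2.12 (standard error 0.343). Elovl3 went from 84.3 ± 26.4 (SD, n = 3) to 1.51 ± 1.64 (SD, n = 3), a change of −5.78 (standard error 0.718). Elovl6 had 1354 ± 406 (SD, n = 3) and 257 ± 59.4 (SD, n = 3), a change of −2.40 (standard error 0.26). Acot11 had 778 ± 106 (SD, n = 3) and 153 ± 38.9 (SD, n = 3), a change of −2.35 (standard error 0.2).

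**Figure D2:**
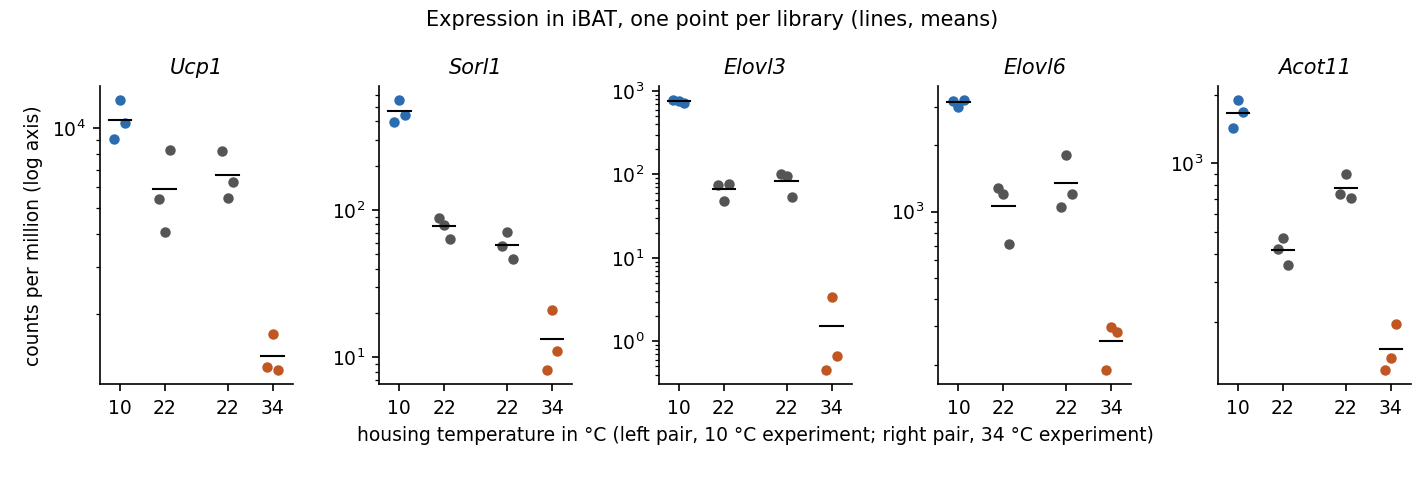
CPM of 5 genes in iBAT on a log axis, a point per library and lines at the means. The left pair is the 10 °C experiment and the right pair the 34 °C experiment.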

Examples involve *Ucp1* with log2FC of 0.87 and –2.27, *Sorl1* with log2FC of 2.61 and –2.13, *Elovl3* with log2FC of 3.51 and –5.81, *Elovl6* with log2FC of 1.57 and –2.41, and *Acot11* with log2FC of 2.02 and –2.36 when comparing 22–10°C, and 34–22 °C, respectively. These results suggest that the regulation of the gene expression is largely proportional to the temperature gradient, with more pronounced changes at higher housing temperatures.

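From the opposite changes and the larger number of genes at 34 °C, the paper proposes that expression follows the temperature gradient and responds more at the higher temperature. The log2 fold changes at 10 °C and 34 °C had a Pearson correlation of −0.29 across the genes tested at both.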

**Figure 2.**
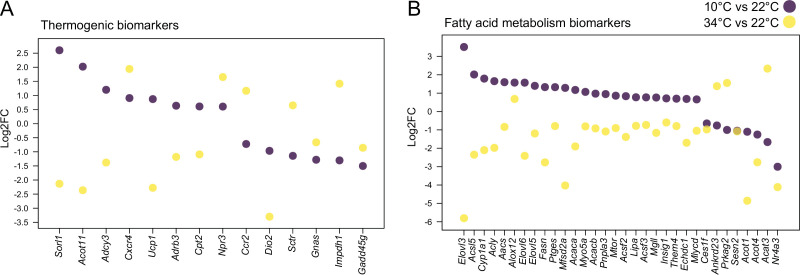
Cold and mild warm exposures induce opposite gene expression changes in BAT. Thermogenic (**A**) and fatty acid metabolism (**B**) biomarkers in BAT of mice exposed to 10 °C vs. 22 °C, and 34 °C vs. 22 °C controls. All shown genes are significantly changed (p<0.05) and their Log2FC was calculated based on replicates with p-values listed in Supplementary file 6.

**Figure 2—figure supplement 1.**
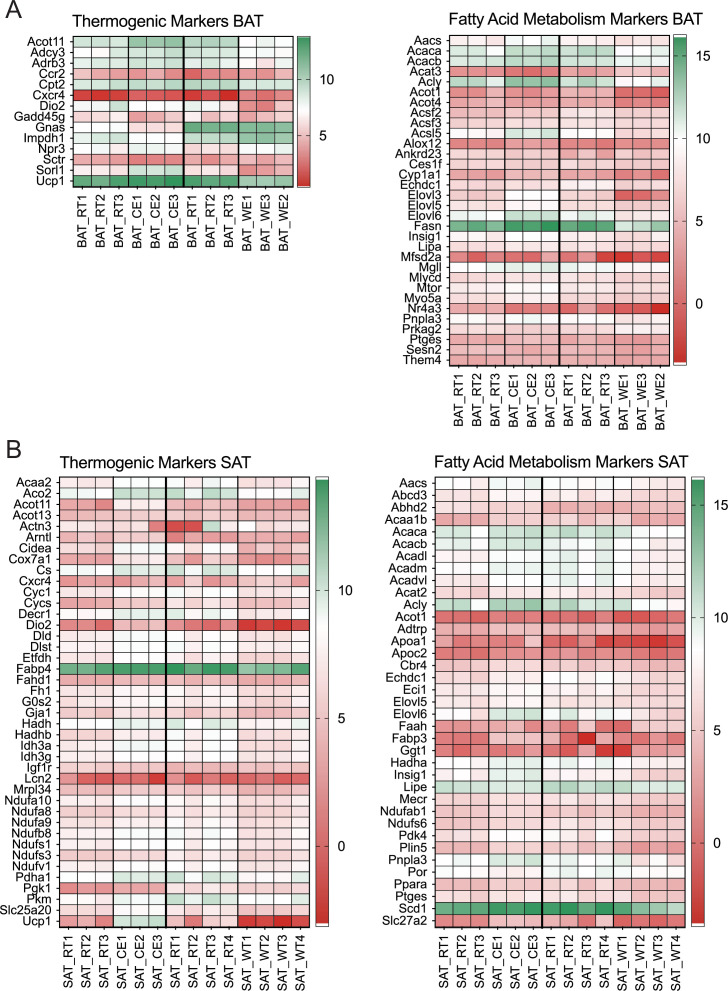
Heatmap of the thermogenic.(**A**) and fatty acid metabolism (**B**) biomarkers in BAT and SAT of mice as in Figure 2 showing the individual values. The color code gradient on the right of each pane shows Log scale values of the significantly changed genes (p<0.05).

### A comprehensive mouse multi-tissue transcriptomic resource at 10°C, 22°C, and 34°C

To identify how thermal adaptation affects the tissue-specific signatures and whether it induces common gene expression changes across various tissues, we performed RNAseq on interscapular BAT (iBAT), bone marrow, brain, hypothalamus, ileum, liver, inguinal SAT (ingSAT), spinal cord, spleen, quadriceps and perigonadal (epididymal) VAT (pgVAT) from mice exposed to 10 °C for 2 weeks after an acclimatization at 18 °C and 14 °C for 5 days each, and compared them to room temperature-kept controls (Figure 3A). 

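The 10 °C experiment was analysed here with 75 libraries from 11 tissues. Most groups have 3 libraries, each a pool of 2 mice per the paper. Bone marrow has 6 mice per temperature and spinal cord 5, with 1 mouse per library. Brain was compared with 3 libraries at 10 °C and 2 at 22 °C, because the group means in the authors' supplementary table match 22 °C replicates 1 and 3 for 1996 of 1996 genes and the mean of all 3 for 1 gene. The 3 quadriceps controls were likewise found from the authors' group means, which they match for 1999 of 1999 genes. Bone marrow, spinal cord and quadriceps were sequenced at another site than the other 8 tissues, so tissue and site are not separable for them, while 10 °C and 22 °C libraries of a tissue come from the same site. Each tissue was compared on its own as described for iBAT. Gene names were joined over the 4 count tables, and 20177 genes are listed in all of them.

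The ingSAT libraries hold 12949322 to 13363472 (median 13096720) counts at 10 °C and 10960682 to 14442801 (median 14203807) at 22 °C. The pgVAT libraries hold 14428541 to 19137525 (median 15876503) counts at 10 °C and 4262403 to 23789328 (median 7607873) at 22 °C. The quadriceps libraries hold 50677034 to 58290770 (median 53556608) counts at 10 °C and 51372796 to 55271542 (median 52018401) at 22 °C. The ileum libraries hold 16259467 to 22765770 (median 16781908) counts at 10 °C and 16695457 to 25964912 (median 19905592) at 22 °C. The spleen libraries hold 10078000 to 17243006 (median 16450542) counts at 10 °C and 13118205 to 15440156 (median 13645466) at 22 °C.

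The liver libraries hold 16617281 to 22164263 (median 17780267) counts at 10 °C and 16243271 to 16534838 (median 16292894) at 22 °C. The bone marrow libraries hold 18220849 to 22139577 (median 19757281) counts at 10 °C and 15591374 to 17834075 (median 17294947) at 22 °C. The spinal cord libraries hold 21953207 to 27911542 (median 26756841) counts at 10 °C and 24998922 to 29029283 (median 26481159) at 22 °C. The brain libraries hold 17007822 to 22049093 (median 19545910) counts at 10 °C and 14038161 to 19128444 (median 16583302) at 22 °C. The hypothalamus libraries hold 13525354 to 15940103 (median 15260022) counts at 10 °C and 15294487 to 21218147 (median 15803523) at 22 °C.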

We complemented these analyses with the changes in gene expression of ingSAT, pgVAT, iBAT, brain, ileum, liver and quadriceps from mice housed at 34 °C for 4 weeks and compared them to the RT-kept controls.

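From the 34 °C experiment iBAT, ileum, liver, brain and quadriceps were analysed, with 30 libraries, 3 per tissue and temperature. The ingSAT and pgVAT samples at 34 °C are not analysed here. In ileum the totals are 42726231 to 52402604 (median 46321787) counts at 34 °C and 41186780 to 42106646 (median 41780465) at 22 °C. In liver the totals are 40164033 to 46562906 (median 41504188) counts at 34 °C and 35843843 to 41999109 (median 39342669) at 22 °C. In brain the totals are 49594089 to 61615478 (median 52560118) counts at 34 °C and 48996910 to 62880248 (median 60312501) at 22 °C. In quadriceps the totals are 41263299 to 46465557 (median 41497290) counts at 34 °C and 40427068 to 54215578 (median 51515089) at 22 °C. The warm mice and their controls are a separate set of animals, so differences between the 10 °C and 34 °C experiments also carry differences of animals and depth, and outside quadriceps of sequencing site.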

**Figure 3.**
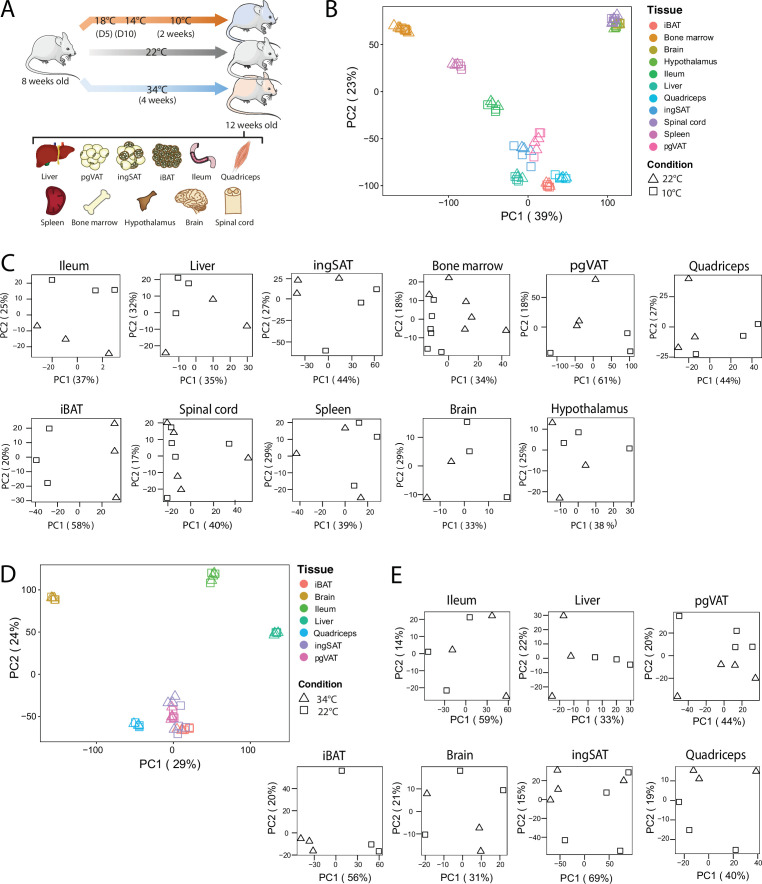
QC and clustering of the biological samples and tissues at 10 °C, 22 °C, and 34 °C. (**A**) Experimental setup: 8-week-old C57BL/6 J mice were exposed to 34 °C for 4 weeks, 10 °C for 2 weeks following acclimatization at 18 °C, and 14 °C for 5 days each, or kept at room RT (22 °C) during the exposure of the respective temperature-challenged group, and their tissues were harvested for RNA sequencing. (**B**) Principal component analysis (PCA) of the transcriptome across the 11 tissues at RT and 10 °C of mice as in (**A**). Physiologically close tissues are distinguished by global gene expression patterns. For 10 °C samples, each dot represents a pool of two mice, except for the spinal cord and bone marrow, where each dot represents one mouse. (**C**) PCA of samples for each tissue from mice as in (**B**). (**D**) Principal component analysis (PCA) of the transcriptome across the 7 tissues of mice as in (**A**) exposed to 34 °C or RT for 4 weeks. (**E**) PCA of samples for each tissue from mice as in (**A**).

All samples were subjected to quality control and clustering analysis, and we restricted our analyses to all genes with counts per million greater than zero. We performed two principal component analysis (PCA), using a combined dataset with 11,224 genes that were identified across all tissues once with the 11 samples at 22 °C and 10 °C and in a second PCA, with 7 tissue samples at 22 °C and 34 °C (Figure 3B and D). The first PCA revealed two strong clusters of physiologically related tissues (Figure 3B): The adipose tissue cluster with iBAT, ingSAT, and pgVAT, and the CNS cluster with hypothalamus, brain, and spinal cord samples. The bone marrow samples clustered relatively close to the spleen samples, which can be considered as an immune tissue cluster. 

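The Pearson correlation of log2 CPM, averaged over pairs of libraries from different tissues, put bone marrow nearest to spleen (0.826). IngSAT and iBAT were nearest to each other (0.89) and pgVAT was nearest to ingSAT (0.881). Brain and hypothalamus correlated at 0.939, and spinal cord was nearest to brain (0.89).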

The liver and quadriceps samples gathered close to the adipose tissues, while the ileum samples clustered between adipose tissue and spleen samples. Generally, the samples clustered rather by tissue and not by treatment (22 °C vs. 10 °C or 34 °C). 

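In the 75 libraries of the 10 °C experiment, principal components over 13633 genes carried 41.7% and 22% of the variance on the first 2 axes. Tissue accounted for 96.5% of the total variance. Temperature within tissues accounted for 0.979%, shared and tissue-specific changes together, and 2.52% remained between libraries of a group. Temperature taken alone, without regard to tissue, accounted for 0.127%, which is not additional to the 0.979%. The 30 libraries of the 34 °C experiment gave 96.4% for tissue, 1.32% for temperature within tissue and 2.32% remaining, over 12040 genes. Temperature alone accounted for 0.253% there. Restricting the 10 °C libraries to the 500 most variable genes gave 97.2% for tissue, and scaling each gene to unit variance gave 94.4%.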

We observed similar results in the second PCA where the iBAT, ingSAT, pgVAT, and quadriceps samples clustered together.

To understand the propensity of samples from 10 °C or 34 °C to RT control mice per given tissue, we performed PCA on each tissue separately (Figure 3C and E), and observed a different degree of clustering. Specifically, we detected a marked separation of RT and 10 °C samples in iBAT, opposed to a milder separation in hypothalamus samples, implying that the cold exposure has varying effects depending on the tissue. Similarly, 34 °C exposure caused the most pronounced segregation in iBAT compared to RT controls, indicating that iBAT displays the highest degree of temperature-dependent alterations among the analyzed tissues.

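Within a tissue, the share of the variance lying between 22 °C and 10 °C was 55.1% in iBAT, and the split by temperature was the most extreme of the 10 possible ones (exact permutation p 0.1, two-sided, the smallest that 3 against 3 libraries can give). Hypothalamus had 20.3% (exact permutation p 0.4). The 500 most variable genes gave 70.6% and 18.0%. IngSAT had 36.9%, quadriceps 39.4%, liver 32.7%, brain 31.0%, ileum 28%, spleen 20.8%, pgVAT 19.4% and spinal cord 11.1%. The split by temperature was also the most extreme possible in liver and brain (exact permutation p 0.1 each, two-sided). By the same test p was 0.2 in ingSAT, quadriceps and ileum, and 0.4 in spleen and pgVAT. In spinal cord, with 5 mice per group, it was 0.421, where 0.00794 is the smallest possible. Bone marrow, with 6 mice per group, had 23.0% (exact permutation p 0.00649, two-sided). Without 10 °C replicate 2 the share in pgVAT was 59.6%, and without 10 °C replicate 3 that in quadriceps was 59.7%. Leaving out 22 °C replicate 1 took spleen to 31.9%, and leaving out 22 °C replicate 2 took hypothalamus to 30.6%. The share expected without any difference rises as libraries get fewer, so groups of different size and left-out fits are not directly comparable. The left-out fits of hypothalamus all lay above its full share (22.6 to 30.6%), and so did those of brain (36.7 to 41%). The first component of the tissue's own libraries separated the temperatures in iBAT, liver and brain, and overlapped in the others.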

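At 34 °C the share of variance between the temperatures was 57.0% in iBAT, 34.8% in liver, 31.8% in ileum, 17.0% in quadriceps and 15.3% in brain. On the 500 most variable genes it was 49.0% in iBAT, 46.1% in liver, 37.5% in ileum, 21.1% in quadriceps and 13.1% in brain. The split by temperature was the most extreme possible in iBAT and liver (exact permutation p 0.1 each, two-sided). The p values were 0.2, 0.5 and 0.8 in ileum, quadriceps and brain by the same exact test. Without 34 °C library 1 the ileum share was 55.5%, and without 22 °C library 3 the quadriceps share was 27.9%. Leaving out 34 °C library 3 gave 24.8% for brain. The share in iBAT was 52.7% to 79% with 1 library left out. From such separations the paper concludes that iBAT has the highest degree of temperature-dependent change among the tissues. Shares were not compared between tissues by a test.

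**Figure D3:**
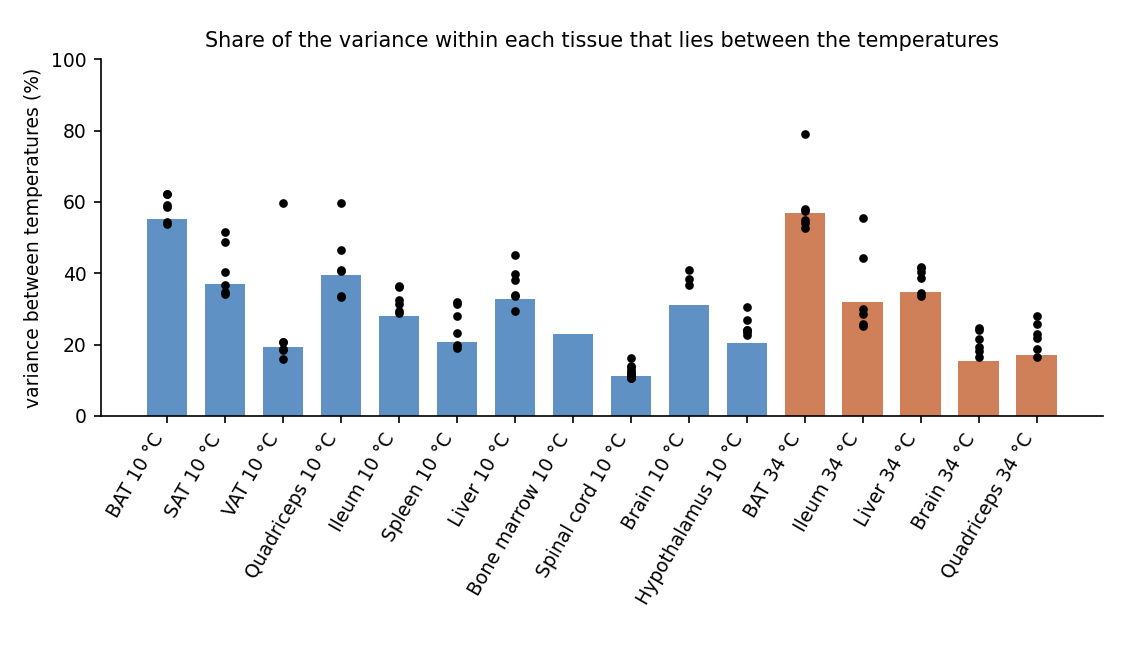
Share of the variance within each tissue that lies between the temperatures, blue for 10 °C and orange for 34 °C against 22 °C. Black points are fits with 1 library left out, which were not run for bone marrow. The share expected without any difference is higher with fewer libraries.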

Additionally, biological replicates across all tissues and the relationship between the tissues from 10 °C-kept mice and their RT controls were analyzed using hierarchical clustering with pairwise Pearson correlation. We observed high Pearson correlation (0.92–1) between samples from the same tissue but different mice, suggesting that inter-individual variation has little impact on the transcriptomic profiles and demonstrating high reproducibility of the data (Figure 2—figure supplement 1). 

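Across the 10 °C experiment, Pearson correlations of log2 CPM between libraries of a tissue ran from 0.857 to 0.996 over the genes listed in all 4 tables. The lowest was between 10 °C replicates 2 and 3 of pgVAT. Over the genes of each tissue alone, the lowest was 0.753 in pgVAT and 0.912 in ingSAT. The highest correlation between libraries of different tissues was 0.945. In the 34 °C experiment they ran from 0.934 to 0.996 within a tissue, and reached 0.793 between tissues.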

Larger clusters, as for instance the one between ingSAT, iBAT, and pgVAT, both at RT and 10 °C, indicate that physiologically close tissues show high similarity in terms of their global gene expression profiles.

### Differentially expressed genes and enriched GO biological terms in tissues of mice exposed to 10°C and 34°C compared to 22°C controls

To further characterize the transcriptional thermal adaptation, we first assessed the number of differentially expressed genes and the magnitude of their changed expression across different tissues (Figure 4, Supplementary file 4), followed by GO gene set enrichment analysis of the identified differentially expressed genes. In the 10 °C exposure scenario, in all 11 tissues collectively we found 4350 genes as up- and 4593 genes as down-regulated (p-value <0.05, |FC|>1.5), while 785 genes were inversely regulated, that is, increased in a given tissue(s) and decreased in others. This inverse regulation may indicate that the regulation of certain genes occurs in a tissue specific manner. 

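Summed over the 11 tissues, 3423 calls were higher and 3740 were lower at 10 °C. They fall on 2738 distinct genes called higher in any tissue and 3030 called lower. The union is 5360 genes, because 408 were higher in at least 1 tissue and lower in another. With every gene of more than 1 count this last number was 782, and with adjusted p values it was 22 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out pgVAT 10 °C replicate 2 gave 684.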

Physiologically close tissues that clustered together (Figure 3B) shared similar numbers of differentially expressed genes. 

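At 10 °C the test called 2285 genes in ingSAT (1007 higher, 1278 lower), 1694 in iBAT and 1179 in pgVAT (663 higher, 516 lower). With an adjusted p under 0.05 the numbers were 926, 1117 and 0 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Quadriceps had 454 (366 higher, 88 lower), liver 395 (89 and 306), ileum 381 (203 and 178) and spleen 378 (90 and 288), of which 3, 0, 9 and 11 had an adjusted p under 0.05. The adjusted numbers depend on the test: in the same order, edgeR's exact test gave 132, 204, 148 and 50, and DESeq2 172, 205, 159 and 50. In ingSAT these tests gave 1591 and 1735, in iBAT 1452 and 1349 and in pgVAT 40 and 157, so ingSAT then came before iBAT. Leaving out 1 library moved the adjusted quasi-likelihood count from 57 to 2811 in ingSAT and from 533 to 1293 in iBAT. By the same test liver without 22 °C replicate 3 had 274, and quadriceps without 10 °C replicate 3 had 113. Bone marrow had 162 (81 each way, 116 adjusted), brain 112 (72 and 40, 12 adjusted), hypothalamus 84 (58 and 26, 0 adjusted) and spinal cord 39 (26 and 13, 1 adjusted).

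Single libraries moved several of these numbers. In pgVAT they ran from 390 without 10 °C replicate 3 to 3516 without 10 °C replicate 2, where 1001 higher and 316 lower had an adjusted p under 0.05. IngSAT reached 3510 without 22 °C replicate 3, quadriceps 985 without 10 °C replicate 3, and liver 629 without 22 °C replicate 3. Spleen ran from 245 without 22 °C replicate 3 to 791 without 22 °C replicate 1. Spinal cord reached 114 without 22 °C mouse 2 and hypothalamus 183 without 22 °C replicate 2. With library size only, quadriceps had 893 higher and 41 lower, and the median of all its genes moved to a log2 fold change of 0.25.

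**Figure D4:**
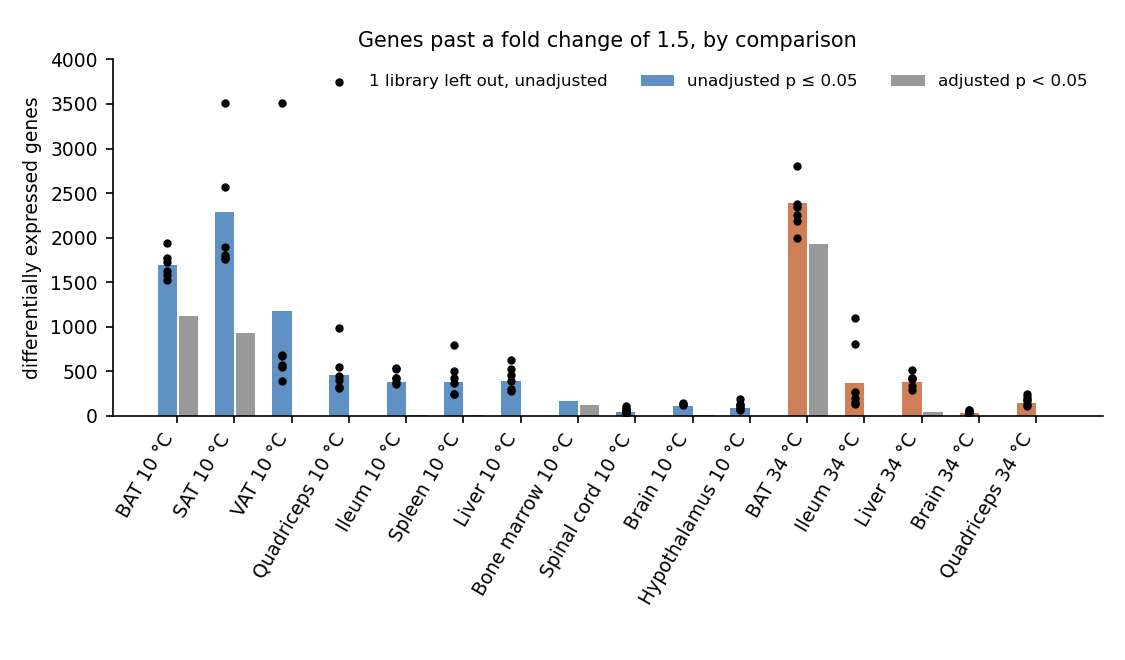
Genes past a fold change of 1.5 in each comparison, coloured bars at the unadjusted limit (blue 10 °C, orange 34 °C) and grey bars after adjustment. Black points are counts at the unadjusted limit with 1 library left out.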

IngSAT underwent most transcriptomic changes upon exposure to cold with 2867 significantly differentially expressed genes, followed by iBAT and pgVAT, while brain and hypothalamus showed the least transcriptomic changes with 119 and 113 total differentially expressed genes, respectively (Figure 4A). These results suggest that although adipose tissues are the most affected by cold exposure, all organs undergo changes that are reflected in their tissue-specific transcriptomic profiles.

**Figure 4.**
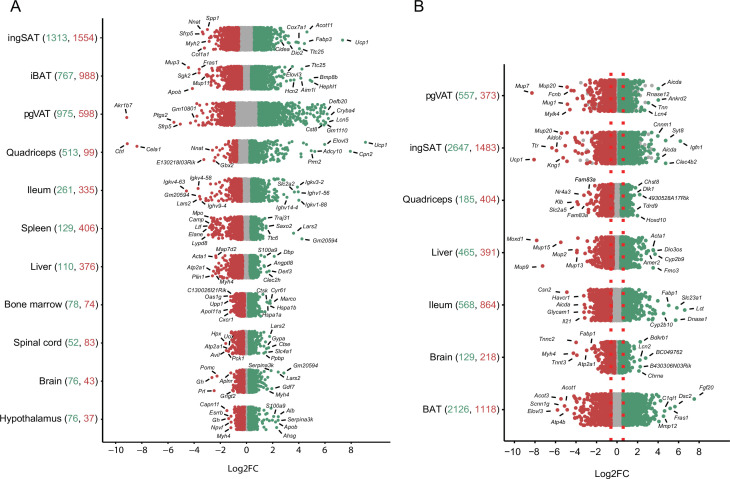
Distribution and degree of differential gene expression when comparing 10 °C to 22 °C and 34 °C to 22 °C. Log2FC of all genes across the tissues of mice exposed to 10 °C vs. 22 °C (**A**) and 34 °C vs. 22 °C (**B**). Red and green colored dots indicate p<0.05, whereas grey dots indicate p>0.05. Numbers in parentheses on the x-axis indicate the number of significantly up- (green) and down- (red) regulated genes. Gene names are shown for the 5–7 most up- and down-regulated genes with highest log2FC.

Moreover, the magnitude of gene expression changes (log2FC) showed an analogous ordering depending on the tissue. Adipose tissues had the highest degree of differential expression in both upregulated (e.g. log2FC of *Ucp1* in ingSAT 7.34, in muscle 8.82 or *Elovl3* in muscle 7.73) and downregulated genes (e.g. log2FC of *Akr1b7* in pgVAT –9), while spinal cord, brain, and hypothalamus scored the mildest changes (Figure 4, Supplementary file 4).

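The quadriceps values rest on few reads at 22 °C, with at most 21 counts of Ucp1 per library. Ucp1 there went from 0.167 ± 0.197 (SD, n = 3) to 80.9 ± 47.9 (SD, n = 3) CPM, a log2 fold change of 8.84 (standard error 0.851; adjusted p 0.0343, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Elovl3 in quadriceps went from 0.038 ± 0.0504 (SD, n = 3) to 7.83 ± 5.4 (SD, n = 3), a change of 7.74 (standard error 0.877; adjusted p 0.056, same test). In ingSAT, Ucp1 rose from 8.29 ± 6.66 (SD, n = 3) to 1329 ± 240 (SD, n = 3), a change of 7.35 (standard error 0.694; adjusted p 0.0046, same test). In these 3 comparisons every cold library lay above every control.

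Akr1b7 (ENSMUSG00000052131, chr6:34412334–34423142) in pgVAT had 1920 ± 3246 (SD, n = 3) CPM at 22 °C, from 3.19 to 5667 over the 3 libraries, and 3.27 ± 2.56 (SD, n = 3) at 10 °C. Its log2 fold change was −9.19 (standard error 2.81; adjusted p 0.593, same test), and the ranges of the groups overlap.

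**Figure D5:**
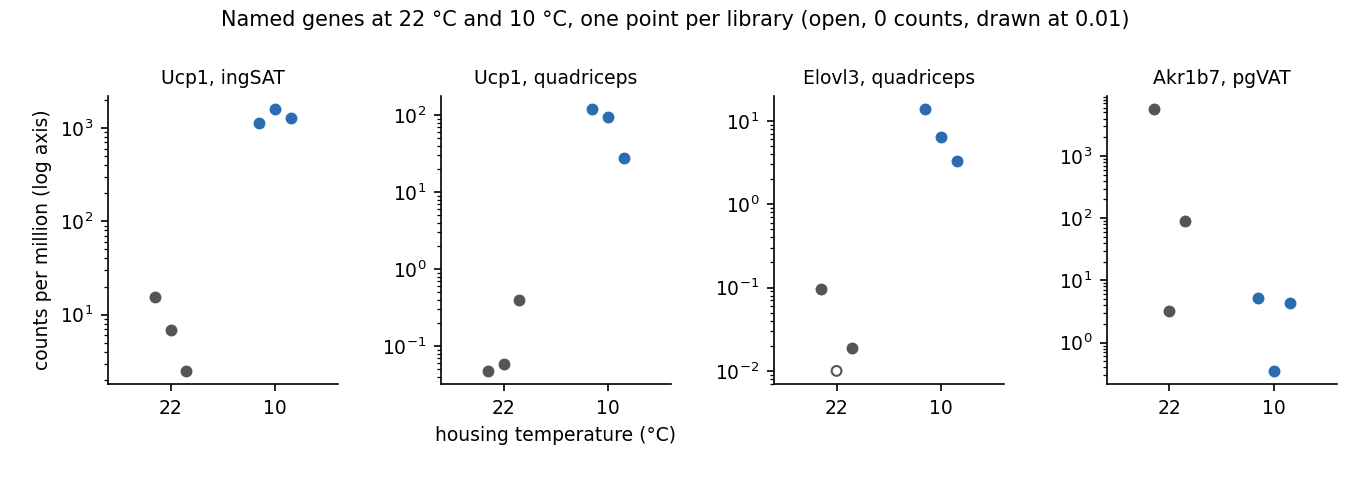
CPM on a log axis, a point per library at 22 °C and 10 °C. An open point marks 0 counts and is drawn at 0.01.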

In the 34 °C exposure scenario, the most severe expression changes occured in BAT with 2126 upregulated and 1118 downregulated genes (Figure 4B, Supplementary file 3). 

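Against the 2392 genes called in iBAT at 34 °C, liver had 378 (198 higher, 180 lower), ileum 368 (204 and 164), quadriceps 142 (34 and 108) and brain 27 (6 and 21). With an adjusted p under 0.05 there were 43 in liver and 0 in ileum, quadriceps and brain (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exact test gave 177 adjusted genes in liver, 5 in ileum and 18 in quadriceps, and DESeq2 182, 17 and 15. Ileum ran from 130 without 34 °C library 2 to 1096 without 34 °C library 1. Its majority direction depended on the setting. The exact test called 253 higher and 298 lower and DESeq2 238 and 336, while edgeR's filterByExpr gave 259 and 244. Quadriceps reached 241 and brain 65, each without its 22 °C library 3.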

Comparing the differentially expressed genes between 10 °C and 34 °C exposures across the 7 common tissues, we found a high number of commonly regulated genes per same tissue. The highest number of commonly regulated genes was found in SAT where 854 genes were regulated both at the 10 °C and 34 °C exposures, amongst which 66% were altered in opposite directions (Supplementary file 5). Interestingly, similar to the observation in BAT (Figure 2A), the magnitude of the regulation was bigger in 63% of the regulated genes in the same direction (285 genes). A total of 41 thermogenic and 38 fatty acid metabolism biomarkers were found in the 854 gene list and more than 90% of these genes were reversely regulated (Figure 5 and Supplementary file 1).

**Figure 5.**
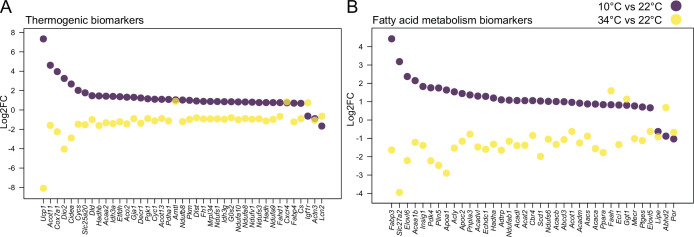
Thermogenesis and fatty acid metabolism are altered in opposing directions during cold and warm. Thermogenic (left) and fatty acid metabolism (right) biomarkers in SAT when comparing 10°C to 22°C and 34°C to 22°C. All shown genes are significantly changed (p<0.05) and their Log2FC was calculated based on replicates with p-values listed in Supplementary file 6.

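Outside brown fat, quadriceps had 61 genes called at both 10 °C and 34 °C, all in opposite directions (100%, 95% interval 94.1 to 100): 57 were higher in the cold and lower in the warm, and 4 the other way round. Independent calls would share 4.39 of the 11661 genes tested in both. Liver had 45 such genes (9.42 by independent calls), 12 of them opposite (26.7%, 95% interval 14.6 to 41.9), with 12 higher at both and 21 lower at both. Ileum had 30 (6.39 by independent calls), of which 12 opposite (40%, 95% interval 22.7 to 59.4), 16 higher at both and 2 lower at both. Brain had 6 (0.125 by independent calls), of which 5 opposite (83.3%, 95% interval 35.9 to 99.6) and 1 lower at both. With 1 library left out, ileum ran from 11 genes (without 34 °C library 2) to 66 (without 34 °C library 1), and its opposite share from 24.4% (without 22 °C library 2 of the 34 °C experiment) to 73.3% (without library 3 of those controls). Brain ran from 4 genes without 22 °C library 2 of the 34 °C experiment to 14 without 34 °C library 2. Quadriceps fell to 40 without 34 °C library 2. The opposite share in liver fell to 13.9% without 10 °C replicate 3.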

The BAT scores the second in the number of commonly regulated genes (details in the BAT section), followed by VAT with 193 genes (62% regulated in the opposite directions), ileum with 172 genes (18% regulated in the opposite direction), quadriceps with 120 genes (92% regulated in opposite direction), liver with 66 genes (25% in opposite direction), and brain with 6 genes (0% regulated in opposite direction) (Supplementary file 5).

These results suggest that the regulation of the adipose tissue and quadriceps, which were closely clustered together, share a similarly high degree of regulation in opposite directions when 10 °C and 34 °C are compared. This observation is contrary to the liver, ileum, and brain (more internal organs) where the responses to 10 °C and 34 °C are quite similar and the gene regulations are mostly in the same direction. This could be explained by the fact that the thermogenic and fatty acid metabolism biomarkers which consistently showed opposite regulation patterns are mostly regulated in adipose tissues and quadriceps.

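The paper sets adipose tissue and quadriceps, with mostly opposite responses, against liver, ileum and brain, where it finds mostly the same direction. Across all genes tested at both temperatures in quadriceps, the Pearson correlation of the log2 fold changes was −0.503.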

We next performed GO gene set enrichment analysis on the differentially expressed genes at 10 °C and at 34 °C for all tissues (|FC|>1.5 and p -value<0.05). Enriched gene sets with p-value <0.01 were chosen for further analysis, collectively consisting of 457 downregulated and 376 upregulated gene sets at 10 °C (comprising 637 unique GO terms) and 630 downregulated and 681 upregulated gene sets (comprising 894 unique GO terms) at 34 °C (Table 1). The top 50 up- and down-regulated GO terms in both 10 °C and 34 °C exposures are visualized in Figure 6 (full list is shown in Supplementary file 7). The selection was made based on the p value in response to the thermal change, including both tissue-shared and tissue-specific pathways. As some 10 °C and 34 °C responsive gene sets were shared between tissues, we next sought to unravel the biological GO terms that exhibit tissue-specific, or common regulation patterns across the tissues.

**Figure 6.**
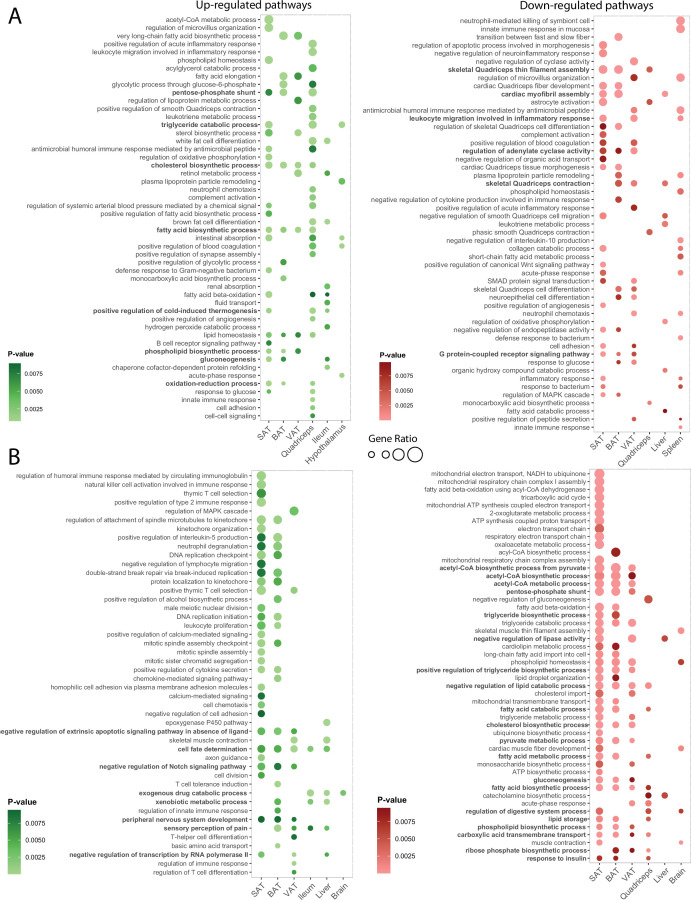
Visualization of the highly enriched gene sets indicates common enrichment within groups of tissues upon thermal adaptation. (**A, B**) Visualized are the top ranked 50 up- and down-regulated gene sets at 10 °C (**A**) and 34 °C (**B**) exposure. The p-value and the gene ratio (the ratio of differentially expressed genes to annotated genes in each gene set) were used as ranking criteria and the p-value weight is indicated with a gradient. The gene ratios are indicated by size of the dots and the exact values are provided in the supplementary Supplementary file 7. Gene sets that are commonly regulated in more than two tissues are highlighted in bold.

**Table 1.** GO-based gene set enrichment analysis when comparing 10 °C vs 22 °C and 34 °C vs 22 °C.

Significantly enriched GO terms (p-value <0.05)				
Tissue	# of upregulated GO terms at 10 °C	# of downregulated GO terms at 10 °C	# of upregulated GO terms at 34 °C	# of downregulated GO terms at 34 °C
ingSAT	83	178	264	177
Quadriceps	117	23	14	75
pgVAT	42	73	93	54
iBAT	43	53	175	82
Spleen	1	55	-	-
Hypothalamus	30	14	-	-
Ileum	25	12	59	187
Liver	3	27	64	19
Bone marrow	18	6	-	-
Brain	6	11	12	36
Spinal cord	8	5	-	-

Upon 10 °C exposure, ingSAT showed the highest degree of enrichment (261 GO terms), followed by quadriceps, pgVAT, and iBAT. The least changed tissues were spinal cord and brain with 17 and 13 differentially expressed gene sets, respectively (Table 1). This ordering was similar to the degree of gene expression changes (shown in Figure 3), with an exception of the hypothalamus (which ranked 5^th^) when the GO terms were used as criteria. Similar to the 10 °C exposure, ingSAT ranked the highest following 34 °C exposure, where in total 441 unique GO terms were regulated. In general, changes at 34 °C were more pronounced compared to the 10°C-induced alterations.

### Tissue-specific and tissue-shared gene and GO term signatures in response to 10°C and 34°C exposure

We identified 248 ‘commonly’ regulated GO terms between 10 °C and 34 °C exposures compared to RT, out of which 80 pathways were solely upregulated at 10 °C and downregulated at 34 °C (Supplementary file 8). Examples mostly involve the thermogenic and lipid-associated functions such as ‘mitochondrial respiratory chain complex I assembly’, ‘fatty acid biosynthetic process’, ‘lipid storage’, ‘gluconeogenesis’, ‘fatty acid beta-oxidation’, and ‘lipid droplet organization’.Forty-eight pathways showed opposite behavior being lowered at 10 °C and upregulated at 34 °C such as ‘regulation of ion transmembrane transport’ and ‘fat-soluble vitamin metabolic process’. Twenty-six pathways were mutually downregulated at both 34 °C and 10 °C exposures, linked to ‘muscle contraction’, ‘lipoprotein metabolic process’, ‘collagen fibril organization’, and ‘protein localization to extracellular region’. Twenty-two pathways were mutually increased at both conditions and included ‘regulation of sensory perception of pain’, ‘positive regulation of cell population proliferation’, and ‘cell surface receptor signaling pathway’. The remaining 72 pathways displayed both down- and up-regulation profiles across different tissues and at each condition (Supplementary file 8). Interestingly, in this group were immune system related pathways such as ‘immune response’, ‘adaptive immune response’, ‘regulation of T-helper 17 type immune response’, etc (full list in Supplementary file 8) that were mostly enhanced in adipose tissues and quadriceps in both 10 °C and 34 °C exposures and were reduced in ileum and brain at 34 °C, and in spleen and ileum following 10 °C.

Out of the 637 altered GO terms, 502 (78%) were identified as tissue-specific regulated pathways (Supplementary file 7) at 10 °C, suggesting that the transcriptional cold response at the level of functional gene sets is to a large degree tissue-specific. The maximum number of tissues that share a given regulated gene set is four (Figure 6A). A closer inspection of the 135 commonly differentially expressed gene sets revealed that 38 were commonly downregulated between three (6 gene sets) and two (29 gene sets) tissues, while 4 gene sets were commonly upregulated between three (5 gene sets) and two (20 gene sets) tissues (Figure 6A, and the full list in Supplementary file 7). We observed a clear overrepresentation of the adipose tissue cluster and quadriceps in the shared differentially expressed gene sets, which suggests a common response in ingSAT, iBAT, pgVAT and quadriceps that extends to ileum, liver and spleen for certain GO terms. This indicates that the closely related tissues share a higher number of cold responsive gene sets.

We observed a slightly lower degree of tissue-specific regulated GO terms at the 34 °C exposure when compared to 10 °C, where out of the 894 overall regulated GO terms, 614 were tissue-specific (69%). The maximum number of tissues that shared a given regulated gene set was five, wherein ‘cell fate determination’ was commonly upregulated in ingSAT, pgVAT, iBAT, liver and ileum (Figure 6B). This was followed by sensory perception of pain that was commonly upregulated between four tissues. Six and 24 GO terms were commonly upregulated in three and two tissues, respectively. Similarly, we identified 95 commonly downregulated GO terms upon 34 °C exposure in which 4 were shared between four tissues, 21 between three tissues and 14 between two tissues.

To gain further insights into the tissue-shared and tissue-specific enriched GO terms in response to 10 °C and 34 °C exposures, we classified the differentially expressed genes into two categories according to the number of tissues wherein they are differentially expressed (Table 2).

**Table 2.** Number of up- and down-regulated genes per tissue shown as tissue-specific up-regulation and down-regulation profiles at both 10 °C and 34 °C exposures. The percentage of tissue-specific changes versus the total number of differentially expressed genes (as in Figure 3) is displayed in parenthesis.

Tissue	Tissue-specific upregulation profiles		Tissue-specific downregulation profiles	
	# of genes (% of tissue-specific)		# of genes (% of tissue-specific)	
	10 °C exposure	34 °C exposure	10 °C exposure	34 °C exposure
ingSAT	883 (67%)	1621 (65%)	995 (64%)	911 (64%)
pgVAT	719 (75%)	139 (27%)	570 (58%)	144 (41%)
iBAT	376 (49%)	269 (74%)	300 (74%)	526 (54%)
Quadriceps	292 (57%)	32 (56%)	258 (43%)	75 (40%)
Ileum	155 (59%)	929 (57%)	218 (65%)	566 (88%)
Spleen	91 (71%)	-	212 (56%)	-
Liver	77 (70%)	142 (58%)	56 (57%)	154 (73%)
Bone marrow	51 (65%)	-	47 (64%)	-
Hypothalamus	50 (66%)	-	27 (63%)	-
Brain	43 (57%)	6 (67%)	25 (68%)	17 (68%)
Spinal cord	27 (52%)	-	22 (27%)	-
Total	2764 (79%)	3132 (59%)	2730 (76%)	2376 (62%)

At the 10 °C exposure, altogether, 2764 genes were upregulated in only one tissue (79% of the total upregulated genes) and were defined as ‘tissue-specific up-regulation profiles’, while 2,730 genes were downregulated in a single tissue (76% of the total downregulated genes) and were identified as ‘tissue-specific down-regulation profiles’ (Table 2, Supplementary file 4). 

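Of the 2738 genes called higher at 10 °C, 2235 were called higher in a single tissue (81.6%, 95% interval 80.1 to 83.1). Of the 3030 genes called lower, 2454 were called lower in a single tissue (81.0%, 95% interval 79.5 to 82.4). Restricted to genes listed in every count table, the shares were 2158 of 2659 (81.2%) and 2375 of 2944 (80.7%). With 1 library left out they ran from 80.8% to 84.2% and from 77.7% to 83.7%.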

We observed widespread tissue-specific cold response in the adipose tissues where ingSAT ranked highest with 883 up- and 995 and downregulated genes. 

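IngSAT had 659 genes called higher and 865 called lower in no other tissue. In iBAT these numbers were 412 and 652, and in pgVAT 506 and 242. Quadriceps had 213 and 60, ileum 137 and 118, liver 63 and 180, and spleen 72 and 221. The other tissues had at most 68 each way: bone marrow 68 and 60, brain 53 and 28, hypothalamus 36 and 21, and spinal cord 16 and 7.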

We further compared the tissue-specific differentially expressed genes with the total number of differentially expressed genes for each tissue, and indicated it as a ratio (Supplementary file 2). 

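As a share of a tissue's own genes called higher at 10 °C, those called higher nowhere else were 84.0% in bone marrow, 80% in spleen, 76.3% in pgVAT, 73.6% in brain, 70.8% in liver, 67.5% in ileum and 65.4% in ingSAT. They were 62.1% in hypothalamus, 61.5% in spinal cord, 58.2% in quadriceps and 53.6% in iBAT. For genes called lower the shares were 80.8% in hypothalamus, 76.7% in spleen, 74.1% in bone marrow, 70.4% in iBAT, 70% in brain, 68.2% in quadriceps, 67.7% in ingSAT, 66.3% in ileum, 58.8% in liver, 53.8% in spinal cord and 46.9% in pgVAT. The tissues were not tested against each other.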

The highest percentage of tissue specificity in terms of differentially expressed genes was seen in pgVAT with 74%, iBAT with 74%, and spleen with 71% tissue-specific upregulated genes. Considering the total number of differentially expressed genes (sum of up and downregulated genes), ingSAT, pgVAT and spleen showed the highest specificity with an average of 65 tissue-specific gene expression profiles (Supplementary file 4). Collectively, there was a comparable degree of tissue-specificity in upregulated versus downregulated profiles (79% compared to 76%). Similar to the GO terms results, in the 34 °C exposure experiment we observed a lower degree of tissue-specificity than in cold, with 59% of the upregulated, and 62% of downregulated genes in a tissue-specific manner (Table 2). Across temperatures, Ileum scored the highest with 88% tissue-specific downregulated gene expression profile (at 34 °C), followed by iBAT with 74% (at 10 °C), and liver with 73% of tissue-specific downregulated genes (at 34 °C). In contrast to the 10 °C exposure, 34 °C caused a slightly higher degree of tissue-specificity in downregulated (62%) versus upregulated genes (59%) (Supplementary file 2). Notably, the downregulated genes in 34 °C exposure showed extensive overlap with the upregulated genes at the 10 °C exposure (mostly exhibited in adipose tissues and quadriceps) (Figures 2 and 5, and Supplementary file 5).

We next focused on the genes with shared differential gene expression profiles within several tissues both at 10 °C and 34 °C. Interestingly, there was no overall common gene regulation set between all tissues at neither 10 °C, nor at 34 °C exposure. 

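Atp2a1 (ENSMUSG00000030730, chr7:126445858–126463108) had a lower mean at 10 °C in iBAT, ingSAT, pgVAT, liver, bone marrow, hypothalamus and spinal cord, and was called in iBAT only. There it went from 649 ± 82.0 (SD, n = 3) to 353 ± 130 (SD, n = 3) CPM, a log2 fold change of −0.88 (standard error 0.253; adjusted p 0.0566, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 cold libraries lower. IngSAT changed by −1.05 (standard error 0.962; adjusted p 0.501), pgVAT by −1.66 (0.924; 0.625), liver by −2.50 (1.13; 0.277), hypothalamus by −0.83 (0.539; 0.858), bone marrow by −0.62 (0.534; 0.454) and spinal cord by −1.27 (1.19; 0.804), by the same test and with overlapping groups.

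Outside the tissues named above, Atp2a1 also fell in ileum (−0.538) and quadriceps (−0.469), and rose in spleen (0.308) and brain (0.27). All of these lay under the fold limit. For Atp2a1, single control libraries moved the values. Spinal cord had 11.0 ± 17.1 (SD, n = 5) CPM at 22 °C and 4.62 ± 6.03 (SD, n = 5) at 10 °C, and without 22 °C mouse 6 the change was 0.41. Liver was called with edgeR's exact test (−2.47), with library size only (−2.56), with the lowest filter (−2.49) and without 22 °C replicate 1 (−3.05) or 2 (−2.96). PgVAT was called without 22 °C replicate 1 (−2.17) and hypothalamus without 22 °C replicate 3 (−1.30).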

In the 10 °C exposure, the maximum tissue-shared gene signature was *Atp2a1*, which was decreased in 7 tissues (all adipose tissues, liver, bone marrow, hypothalamus, and spinal cord). 

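No gene was called in the same direction in more than 6 of the 11 tissues at 10 °C. Nnat (ENSMUSG00000067786, chr2:157560078–157562522) was called lower in iBAT (log2 fold change −2.19, adjusted p 0.00677, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), ingSAT (−3.37, 0.0135), pgVAT (−2.79, 0.593), quadriceps (−2.84, 0.298), ileum (−0.91, 0.096) and liver (−1, 0.0947). Nr1d1 (ENSMUSG00000020889, chr11:98767932–98775333) was called lower in iBAT (−0.73, 0.0952), ingSAT (−1.66, 0.0273), pgVAT (−2.69, 0.42), quadriceps (−0.95, 0.103), ileum (−2.06, 0.0488) and spinal cord (−0.62, 0.263), by the same test. For both genes every cold library lay under every control in these 6 tissues. Nr1d1 was not called in iBAT without 22 °C replicate 3 (−0.53) or 10 °C replicate 2 (−0.48), nor in spinal cord without 10 °C mouse 4 (−0.58) or 22 °C mouse 6 (−0.52). In liver Nr1d1 was higher by 0.86 (adjusted p 0.327), and it was called there without 22 °C replicate 2 (1.39) and with the lowest filter (0.87).

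Thrsp (ENSMUSG00000035686, chr7:97412938–97417730) was called higher in iBAT (1.23, adjusted p 0.0163, same test), ingSAT (1.55, 0.03), pgVAT (1.11, 0.593), quadriceps (2.52, 0.103), ileum (2.42, 0.172) and spleen (1.12, 0.485), with overlapping groups in ileum and spleen. The pgVAT call was lost with edgeR's filterByExpr, with the lowest filter, with replicate numbers as a block and without 10 °C replicate 2 (0.64) or any 1 control (1.01 to 1.18). The spleen call was lost with DESeq2 (1.13) and without 10 °C replicate 1 (0.78) or 3 (1.00), or 22 °C replicate 2 (1.24) or 3 (0.82).

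Hspa1b (ENSMUSG00000090877, chr17:34956436–34959238) was called higher in 5 tissues: ileum (1.68, adjusted p 0.0289, same test), spinal cord (1.19, 0.759), hypothalamus (0.79, 0.757), quadriceps (1.93, 0.437) and bone marrow (1.67, 0.0921). Only in ileum and spinal cord did the groups not overlap. Quadriceps lost its call without 10 °C library 1 (1.49) or 22 °C library 2 (1.58) or 3 (1.53), and hypothalamus without 22 °C replicate 3 (0.62). Spleen gained a call without 10 °C replicate 3 (1.09).

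**Figure D6:**
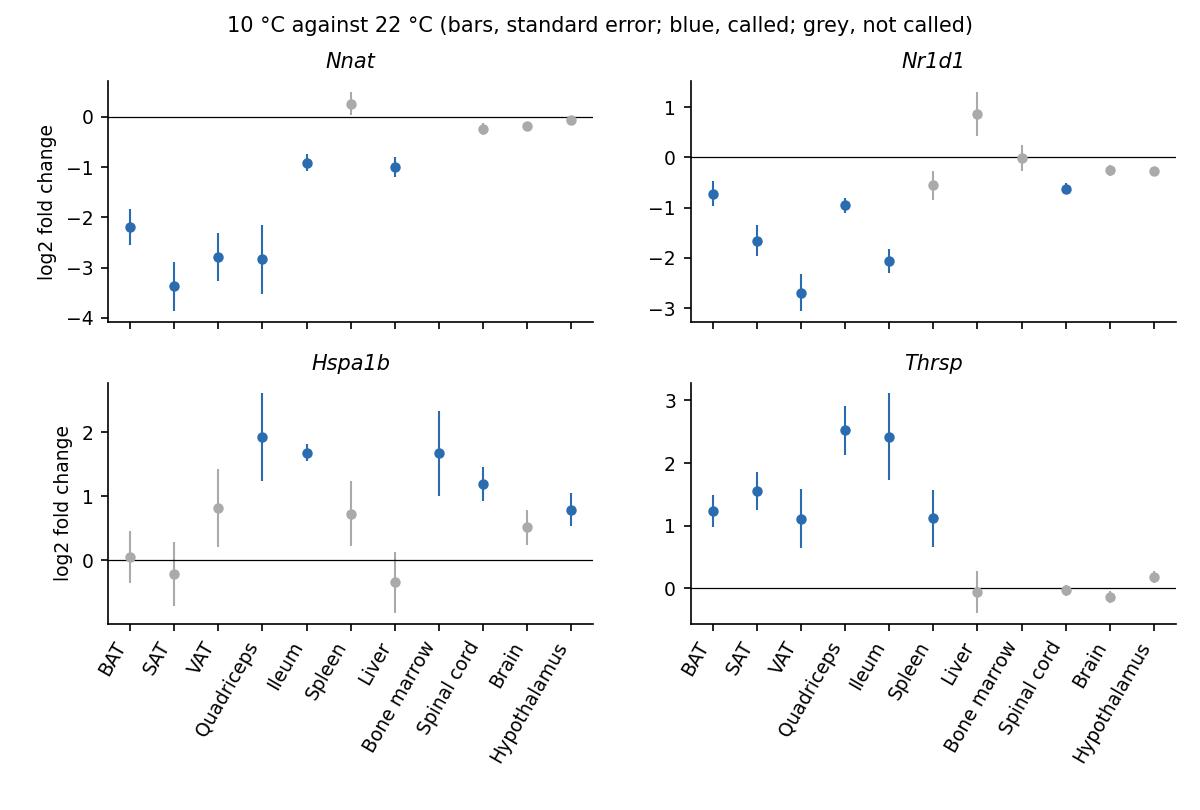
Log2 fold changes at 10 °C against 22 °C of 4 genes in the tissues where they were tested, with bars for the standard error. Blue points are called and grey points are not called.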

The next top tissue-shared gene signatures were 4 genes that were commonly downregulated (*Nnat*, *Nr1d1*) and upregulated (*Hspa1b*, *Thrsp*) in 6 tissues. The rest of the tissue-shared genes were shared within groups of five, four, three, and two tissues (Supplementary file 4). 

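Among iBAT, ileum, liver, quadriceps and brain at 34 °C, Cyp26b1 (ENSMUSG00000063415, chr6:84571414–84593908) was called higher in iBAT (log2 fold change 2.20, adjusted p 0.0122, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ileum (1.06, 0.594), where every warm library lay above every control. It was not called in liver (1.83, 0.565), quadriceps (0.78, 1) or brain (0.04, 1). The ileum call was lost without any 1 control (1.00 to 1.18) or without 34 °C library 2 (0.44). Liver was called without 34 °C library 1 (2.28) or 3 (2.33), and quadriceps without 22 °C library 1 (1.78). With all libraries at 22 °C the change in quadriceps took the other sign (−1.39).

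Lonrf3 (ENSMUSG00000016239, chrX:36328353–36362341) was higher in iBAT (0.99, adjusted p 0.123, same test), liver (1.06, 0.579) and quadriceps (1.08, 1), with overlapping groups, and was called in none. In iBAT it was called with DESeq2 (0.98), the exact test (0.99), library size only (1.25), the lowest filter (0.97) and without 22 °C library 1 (1.32) or 34 °C library 1 (1.19). In quadriceps DESeq2 (1.08), the exact test, the lowest filter, all 6 control libraries (0.98) and leaving out 22 °C library 1 (1.44) or 34 °C library 1 (1.47) called it, and in liver leaving out 22 °C library 1 did (1.80).

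Zbtb16 (ENSMUSG00000066687, chr9:48654297–48836222) was called in iBAT (1.53, adjusted p 0.112, same test) and liver (1.51, 0.413) and not in ileum (1.25, 0.595), with overlapping groups. Its highest warm library was 77.75 CPM in iBAT and 40.93 in liver, and without 34 °C library 3 the changes were 0.48 and 0.17. Both calls were also lost with DESeq2 (1.52 in each). In iBAT leaving out 22 °C library 2 (1.6) or 3 (1.18) removed the call, and in liver leaving out any 1 control did (1.46 to 1.55). Ileum gained a call without 34 °C library 1 (1.70).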

In the 34 °C exposure, *Cyp26b1* was commonly upregulated in all tissues except brain, *Lonrf3* was upregulated in 5 tissues (pgVAT, liver, iBAT, ingSAT, and quadriceps) and *Zbtb16* was upregulated in pgVAT, ileum, iBAT, ingSAT, and liver. We further identified 8 genes which were commonly downregulated in 5 out of the 7 tissues, namely *Mrap*, *Orm1*, *Pnpla3*, *Scd1*, *Slc36a2* were downregulated in pgVAT, ileum, iBAT, ingSAT, and quadriceps; *Tlcd2* was downregulated in pgVAT, liver, iBAT, ingSAT, and quadriceps; and *Pfkfb3* in pgVAT, ileum, iBAT, ingSAT, and liver (Supplementary file 4).

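In iBAT at 34 °C, Slc36a2 (ENSMUSG00000020264, chr11:55158470–55185077) was called lower (log2 fold change −0.62, adjusted p 0.00996, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was also called in ileum (−1.39, 0.594) and quadriceps (−1.75, 0.985). Mrap (ENSMUSG00000039956, chr16:90738207–90749785) was called in iBAT (−0.60, 0.0345) and quadriceps (−1.71, 1), Pnpla3 (ENSMUSG00000041653, chr15:84167837–84187236) in iBAT (−1.07, 0.0215) and quadriceps (−1.21, 0.72), Scd1 (ENSMUSG00000037071, chr19:44394455–44407879) in iBAT (−1.76, 0.0735) and quadriceps (−2.80, 0.985), and Orm1 (ENSMUSG00000039196, chr4:63344560–63348163) in iBAT (−1.03, 0.0587) and quadriceps (−1.34, 1), by the same test. In ileum Mrap (−0.85, 0.671), Pnpla3 (−0.91, 0.711), Scd1 (−0.95, 0.636) and Orm1 (−0.87, 0.726) were lower and not called. Tlcd2 (ENSMUSG00000038217, chr11:75461715–75470899) was called in liver (−0.77, 0.0808) and not in iBAT (−0.93, 0.13) or quadriceps (−0.71, 1). Pfkfb3 (ENSMUSG00000026773, chr2:11471433–11554077) was called in iBAT (−0.78, 0.0106) and not in ileum (−0.71, 0.594) or liver (−0.83, 0.516). Apart from Orm1 in quadriceps, every call had all 3 warm libraries under all 3 controls.

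Calls of these genes changed with single settings. Mrap in iBAT was lost with library size only (−0.33) and without 22 °C library 2 (−0.54) or 34 °C library 1 (−0.57) or 3 (−0.47), Slc36a2 there with library size only (−0.35) and without 22 °C library 1 (−0.52), Pfkfb3 there with library size only (−0.50), and Orm1 there without 34 °C library 3 (−0.96). Orm1 in quadriceps was lost with all 6 controls (−0.84) and without 22 °C library 1 (−1.05) or 2 (−1.34) or 34 °C library 1 (−1.08) or 2 (−1.02). Scd1 in iBAT was lost without 22 °C library 2 (−1.55) or 3 (−1.72) or 34 °C library 3 (−1.58). Mrap in ileum was gained without 22 °C library 3 (−1.31).

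Tlcd2 in iBAT was gained with DESeq2 (−0.94), the exact test (−0.93), the lowest filter (−0.94) and without 22 °C library 3 or 34 °C library 2 (−1.24 each), and in quadriceps with all 6 controls (−0.80) and without 34 °C library 1 (−1.17). Pfkfb3 in ileum was gained with DESeq2 (−0.72), the exact test (−0.71), filterByExpr (−0.72), library size only (−0.74), the lowest filter (−0.72) and without 22 °C library 2 (−0.95) or 34 °C library 1 (−0.94). In liver Pfkfb3 was gained with the lowest filter (−0.84) and without 22 °C library 3 (−1.12) or 34 °C library 1 (−1.10).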

The highest degree of tissue-shared upregulated genes was found within the adipose tissues, where 464 genes at 34 °C and 166 genes at 10 °C were upregulated in both ingSAT and iBAT. 

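At 10 °C, 266 genes were called higher in both ingSAT and iBAT, and 211 of them were not called higher in pgVAT. Leaving out 1 library gave 243 to 278 shared genes.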

Next, 199 genes at 34 °C and 61 genes at 10 °C exposure were commonly upregulated in pgVAT and ingSAT, followed by 53 genes at 34 °C and 42 genes at 10 °C exposures being upregulated in both pgVAT and iBAT (Supplementary files 3 and 4). Likewise, ingSAT, iBAT, and pgVAT shared 69 genes at 34 °C and 32 genes at 10 °C that were commonly upregulated in the three tissues. 

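PgVAT and ingSAT shared 93 genes called higher at 10 °C, 38 of them not called higher in iBAT. PgVAT and iBAT shared 87, of which 32 were not called higher in ingSAT. Filtering and scaling moved the pair of pgVAT and iBAT most, to 157 genes with the lowest filter and 57 with library size only. Without pgVAT 22 °C replicate 2 that pair shared 39, and without pgVAT 10 °C replicate 2 it shared 150. PgVAT and ingSAT fell to 51 without pgVAT 22 °C replicate 1.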

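In all 3 adipose tissues 55 genes were called higher at 10 °C. The number fell to 40 with library size only and to 31 without pgVAT 22 °C replicate 2.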

Apart from the adipose tissues, the top-shared pairwise connections were related to the quadriceps, ileum, and liver. Similarly, the top-shared pairwise connections for downregulated genes were found in adipose tissues, where ingSAT and iBAT shared 263 downregulated genes at 34 °C, and 177 genes at 10 °C exposures. 

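For genes called lower at 10 °C, ingSAT and iBAT shared 182, of which 129 were not called lower in pgVAT. With library size only they shared 304.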

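IngSAT and pgVAT shared 208 genes called lower at 10 °C, 155 of them not called lower in iBAT. PgVAT and iBAT shared 80, of which 27 were not called lower in ingSAT, and all 3 adipose tissues shared 53. Library size only took the last pair of numbers to 166 and 94. Without pgVAT 10 °C replicate 2 ingSAT and pgVAT shared 411, and without pgVAT 10 °C replicate 1 they shared 91. PgVAT and iBAT ran from 41 without pgVAT 10 °C replicate 3 to 205 without its replicate 2, and all 3 tissues from 25 without pgVAT 10 °C replicate 1 to 96 without its replicate 2.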

IngSAT and pgVAT had 117 shared downregulated genes at 34 °C and 71 genes at 10 °C exposure; followed by pgVAT and iBAT with 10 at 34 °C, and 33 at 10 °C exposure. Apart from the adipose tissues, quadriceps and ileum demonstrated highest pairwise connections.

### Shared-tissue regulated GO terms involve tissue-specific and tissue-shared genes

We next investigated whether the tissue-shared GO terms regulation is derived from the shared or the tissue-specific differentially expressed genes. We particularly focused on ingSAT, pgVAT, and iBAT, both at 10 °C and 34 °C. The Venn diagram of the first three most commonly up- and downregulated gene sets upon 10 °C exposure showed that they are largely derived by genes that are differentially expressed in a tissue-specific manner (Figure 7A and B, Supplementary file 9). This tissue specificity is more pronounced in the downregulated gene sets (Figure 7B). For example, in fatty acid biosynthesis process, only 4 genes are shared between the three tissues and the upregulation of the pathway mostly emerges from the tissue-specific genes in ingSAT (13 genes), pgVAT (9 genes) and iBAT (7 genes). This suggests that although different genes are upregulated in the three tissues, they might have a similar function that leads to a common functional response. 

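The study's fatty acid biosynthesis genes number 30 for iBAT, 29 for ingSAT and 22 for pgVAT, 52 in all, and 29, 24 and 17 of them were called higher in that tissue. Called higher in all 3 tissues were 6 of the 52: Acly, Acss2, Elovl5, Elovl6, Insig1 and Mid1ip1. Called in a single adipose tissue were 12 in iBAT, 11 in ingSAT and 6 in pgVAT. The lists were drawn up from genes the authors found changed in these samples, so they are not independent evidence of a rise.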

Interestingly, the degree of tissue-specific gene upregulation is on average higher for pgVAT followed by iBAT and ingSAT. For the 34 °C exposure, we observed a similar trend of less tissue-shared genes and more tissue-specific genes which derived the regulation of tissue-shared pathways. Similar to the previous section, we observed a slightly lower tissue-specificity in response to 34 °C exposure compared to 10 °C exposure. This was more pronounced in the downregulated pathways at 34 °C exposure (lipid metabolism pathways).

**Figure 7.**
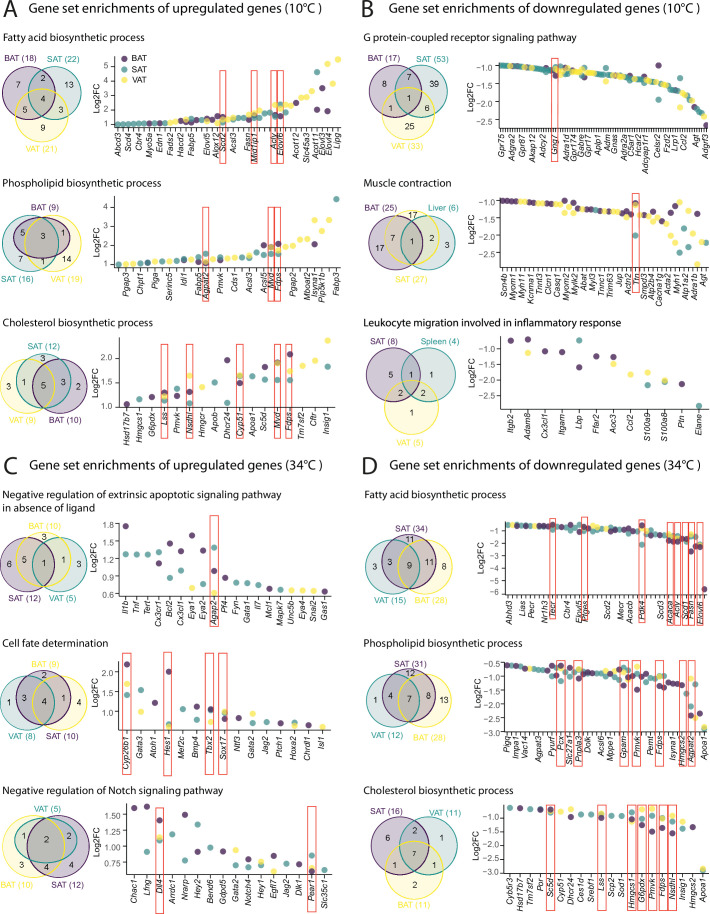
Shared tissue GO term enrichments and implicated genes. (**A–D**) Venn diagrams (left) showing shared adipose tissue GO gene set enrichment, and dot plot of genes involved in these gene sets (right) that are significantly (p<0.05) up- (**A–C**), or down-regulated (**B–D**) across adipose tissues from mice as in Figure 2A. Not all the genes are labeled on the dot plots. Values are Log2FC and p-values are shown in .

### Tissue-specific response to cold is not orchestrated by the gene expression patterns

As the transcriptional response to 10 °C exposure caused higher tissue-specificity, we further scrutinized whether the strong tissue specificity in response to cold exposure is directed by tissue specificity in the overall gene expression patterns. We first accounted for the genes with minimum 5 raw counts as a filtering threshold, and observed that 19,881 genes are expressed at least in one tissue, wherein 10,853 genes (54% of expressed genes) were expressed in all 11 tissues (Figure 8A, Supplementary file 10). 

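Of the 20177 genes listed in all 4 count tables, 17556 had a mean of at least 5 raw counts, at 22 °C or at 10 °C, in at least 1 of the 11 tissues, and 11496 of them (65.5%) in all 11. By tissue the number ran from 13254 in bone marrow to 15966 in pgVAT. With every library scaled to the smallest, the counts were 16840 genes in any tissue and 9594 in all. Over the genes of every table, an alternative chosen after the data were seen, 19537 were expressed in any tissue.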

From these, 3507 genes (32%) were differentially expressed in at least one tissue (Figure 8B). 

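Among the 11496 genes expressed in every tissue, 3547 (30.9%) were called at 10 °C in at least 1 tissue.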

Looking at these differentially expressed genes, irrespective of the consistency in the direction of change, we found that 2435 genes (over 70%) were altered in only one tissue, 755 (over 21%) in two, and 220 (over 6%) commonly differentially expressed in three tissues. 

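Counted without regard to direction, 2597 of these 3547 genes were called in a single tissue (73.2%, 95% interval 71.7 to 74.7), 684 in a pair of tissues and 199 in 3. Under the 4 alternative expression limits the single-tissue share was 73.4% to 74.2%.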

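Of the genes expressed in every tissue and called at 10 °C, 58 were called in 4 tissues, 6 in 5 and 3 in 6, and 0 in 7 or more.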

The remaining 2.1% of differentially expressed genes were commonly changed in four or more tissues (Figure 8C). These data demonstrate high tissue-specificity in the transcriptional response to cold also among the commonly expressed genes. Moreover, 1508 genes (8% of expressed genes) were expressed in only one tissue (Figure 8A). 

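A mean of at least 5 raw counts in a single tissue was found for 645 genes (3.67% of those expressed). The number was 761 with a limit of 10 counts, 1050 with 0.5 CPM and 1022 with counts scaled to the smallest library.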

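Genes expressed in a single tissue numbered 229 in pgVAT, 88 in ileum, 73 in hypothalamus, 70 in liver, 36 each in spinal cord and spleen, 33 in quadriceps, 31 in bone marrow, 28 in brain, 17 in ingSAT and 4 in iBAT.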

Spinal cord with 375 genes showed the most tissue-specificity in term of expressed genes, followed by pgVAT (328 genes), bone marrow (160 genes), ileum (139 genes), spleen (137 genes), liver (93 genes), hypothalamus (78 genes), brain (49 genes), iBAT (7 genes), and ingSAT (9 genes). Interestingly, only 66 genes of the 1623 tissue-specific expressed genes were significantly differentially expressed upon cold exposure (Figure 8B). Together, this indicates that the high degree of tissue-specificity in the transcriptional responses during cold exposure is not orchestrated by the global expression pattern exhibited by the various organs.

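At 10 °C 50 of these 645 genes were called, and 83, 77 and 127 under the limits of 10 counts, 0.5 CPM and the smallest library.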

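From the commonly expressed genes that change, most of them in a single tissue, and from the few changes among genes expressed in a single tissue, the paper concludes that the global expression pattern of the organs does not set the tissue specificity of the cold response. Calls fell on 30.9% of the genes expressed in all 11 tissues. Such a gene could be called in any of 11 comparisons, unlike a gene expressed in a single tissue. The number of calls among each kind of gene therefore cannot decide this question.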

**Figure 8.**
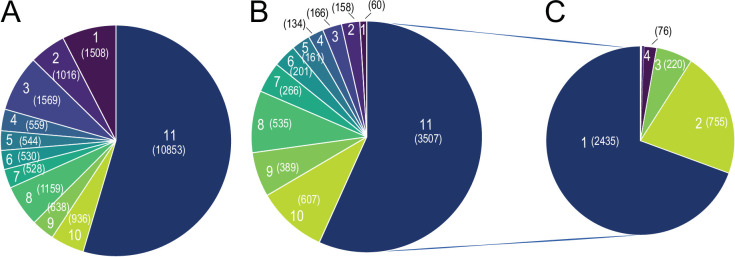
Global Tissue-shared and tissue-specific gene expression and regulation patterns across 11 tissues. (**A**) The distribution of 19,881 expressed genes based on the number of tissues. Number of tissues is indicated on each slice of the Pie chart and the number of genes is shown in parenthesis, for example, 10,853 genes are expressed in all 11 tissues and 1,508 genes are expressed in only one tissue (**B**) The distribution of 6183 differentially expressed genes based on the number of tissues. Number of tissues is indicated on each slice of the Pie chart and the number of genes is shown in parenthesis. Number of tissues and colors are kept in the same order as in (**A**), for example, out of the 1508 genes that are expressed only in one tissue, 60 genes are differentially expressed. (**C**) The distribution of 3507 differentially expressed genes based on the number of tissues, for example, 2435 genes are differentially expressed in only one tissue.

To further challenge these conclusions, and given the importance of the thermogenic and fatty acid metabolism biomarkers in the cold response, we specifically analyzed and compared the tissue specificity on both global expression and regulation levels of the 148 thermogenic and 292 fatty acid metabolism biomarkers (Supplementary files 1 and 2) across the 11 tissues (Figure 9). 

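Of the study's thermogenic list, 147 of 148 genes are listed in all 4 count tables. At a mean of at least 5 raw counts, 146 were expressed in at least 1 tissue, 119 in all 11 and 0 in a single tissue.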

All the 148 thermogenic markers are expressed (minimum threshold of 5 raw counts) at least in two tissues, that is, there is no gene that is specifically expressed only in one tissue. Surprisingly, we found only 32 genes which are not expressed in all 11 tissues*,* which is in agreement with the global expression analysis. Liver contributes the most to this list by not expressing 16 of these 32 genes (Figure 9A, Supplementary file 11). 

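Of the 28 thermogenic genes not expressed in all 11 tissues, liver lacked 11. Bone marrow lacked 20, hypothalamus 13, brain 10, spleen 9, spinal cord 8, iBAT and quadriceps 6 each, ileum 5, ingSAT 3 and pgVAT 2.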

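At 10 °C, 90 genes of the thermogenic list were called in at least 1 of the 11 tissues, 84 of them in an adipose tissue and 63 in a single tissue. IngSAT had 60 (48 higher, 12 lower), iBAT 30 (16 and 14) and pgVAT 14 (8 and 6). Quadriceps had 12, ileum 10, liver 3, bone marrow 2, and spleen, spinal cord, brain and hypothalamus 1 each. PgVAT ran from 8 without 10 °C replicate 3 to 41 without 10 °C replicate 2, and had 23 with DESeq2. The call in brain was absent with library size only, and brain had 2 without 10 °C replicate 1.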

Although all the 148 thermogenic biomarkers are expressed across most of the 11 tissues, only 97 genes exhibit significant changes (p-value <0.05, |FC|>1.5) upon cold exposure (Figure 9C), wherein 71 belong to adipose tissues. ingSAT has the highest number of differentially expressed thermogenic biomarkers, followed by iBAT and pgVAT (65, 31, and 25 differentially expressed genes, respectively), while the brain showed no thermogenic biomarker changes (Figure 9C).

**Figure 9.**
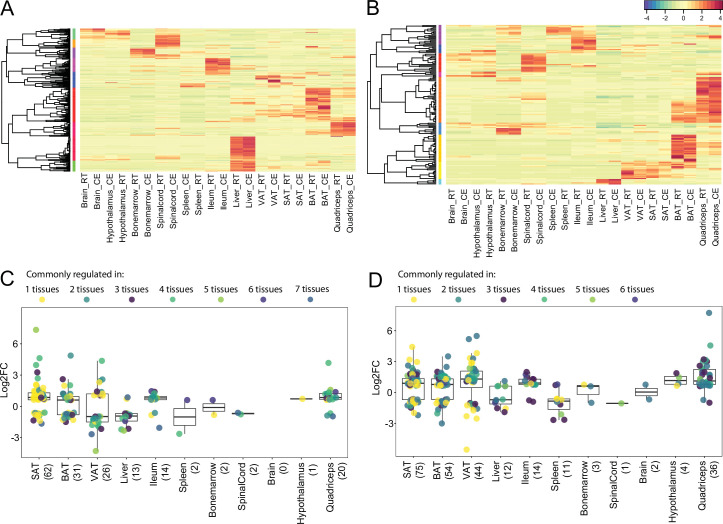
Expression and regulation of thermogenic and fatty acid metabolism biomarkers across 11 tissues. (**A**) and (**B**) Heatmap showing an average of the thermogenic and fatty acid metabolism biomarker expression values of mice at RT or cold as in Figure 2A across the 11 tissues. (**C**) and (**D**) Log2FC of the significantly (p<0.05) differentially expressed thermogenic and fatty acid metabolism biomarkers across the 11 tissues. Each dot corresponds to the log2FC of a gene and colors specify the number of tissues where that gene is differentially expressed. The total number of differentially expressed genes for each tissue is shown in parenthesis.

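Of the 292 genes of the fatty acid metabolism list, 273 are listed in all 4 count tables, and 270 of these were expressed in at least 1 tissue at a mean of at least 5 raw counts.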

Out of the 292 fatty acid metabolism biomarkers, 278 genes are expressed (minimum threshold of 5 raw counts) in at least one tissue. Similarly, most of the expressed genes (75 %) were expressed in the 11 tissues and we did not observe a strong tissue specificity on the level of gene expression in fatty acid biomarkers (Figure 9B). 

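Expression in all 11 tissues was found for 186 of the 270 fatty acid genes (68.9%), and 6 were expressed in a single tissue.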

139 genes out of the 278 expressed genes were differentially expressed in at least one tissue. 

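Called at 10 °C in at least 1 tissue were 133 fatty acid genes, 116 of them in an adipose tissue. IngSAT had 68 (45 higher, 23 lower), iBAT 54 (38 and 16), quadriceps 35 (32 and 3), pgVAT 33 (25 and 8), ileum 11, liver 10, bone marrow and spleen 4 each, hypothalamus 3, brain 2 and spinal cord 0. PgVAT ran from 15 without 22 °C replicate 2 to 80 without 10 °C replicate 2, and brain reached 4 without 10 °C replicate 3.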

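Among the fatty acid genes called at 10 °C, 75 were called in a single tissue: 34 in ingSAT, 15 in iBAT, 11 in pgVAT, 6 in quadriceps, 3 in ileum, and 2 each in liver, bone marrow and spleen. Spinal cord, brain and hypothalamus had 0.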

We identified 72 tissue-specific gene expression changes, where within ingSAT we found 32 tissue-specific differentially expressed genes ranking it on the top, followed by iBAT with 15 genes and pgVAT with 14 genes. The spinal cord exhibits no tissue-specific differential expression of fatty acid metabolism biomarkers (Figure 9D, Supplementary file 11). The strong tissue-specificity pattern of differentially expressed genes (Supplementary file 2) was further observed in the thermogenic (Figure 9C) and the lipid metabolism (Figure 9D) biomarkers. Collectively, these results suggest that tissue specificity is dictated in the response to cold (gene regulation level) and not on the gene expression level.

### Tissue-specificity of genes from the same family and with similar functions

By grouping the 19,880 expressed genes of our mouse gene catalog solely based on their gene nomenclature and without considering their specific function, we identified 2827 belonging to a ‘group of genes’ (Supplementary file 12). Members of these groups range from 1084 genes in the biggest group - Olfr (Olfactory receptors), to 2 genes in the smallest group (1273 of these groups have only two members). We found several thermogenic and fatty acid metabolism biomarkers such as Abhd, Abhd, Acsm, Pex, Ppar, Hacd, Elovl, Apoa, etc. as protein families, where we performed comparative analysis of their gene expression and regulation across the 11 tissues (Supplementary file 12). Similar as before, we observed tissue-specificity on the response to cold, but not on the gene expression patterns. As an example, we describe the elongation of very long chain fatty acids (ELOVL) protein family, which plays an important role in fatty acid metabolism in adipose tissues. The ELOVL family includes seven genes named *Elovl1* to *Elovl7*, and catalyzes the first and rate-limiting reaction of the very long-chain fatty acid elongation cycle in the fatty acid biosynthesis pathway (Jump, 2009). The seven members displayed diverse gene expression levels (Figure 9A) and variable rates of differential expression upon cold exposure across the 11 tissues (Figure 10B). *Elovl1* and *Elovl7* are present at all 10 tissues with particularly high expression in Ileum, but without any significant change upon cold exposure. 

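Elovl1 (ENSMUSG00000006390, chr4:118428093–118432953) was tested in all 11 tissues and called in none, with log2 fold changes between −0.40 in ingSAT and 0.28 in iBAT. Its level at 22 °C was highest in ileum, at 117 ± 4.02 (SD, n = 3) CPM. Elovl7 (ENSMUSG00000021696, chr13:108214404–108285683) was tested in 8 tissues and called in none, and also had its highest level in ileum, at 133 ± 5.44 (SD, n = 3). In iBAT, quadriceps and liver it was under the expression limit.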

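In liver at 22 °C, Elovl3 had 995 ± 89.4 (SD, n = 3) CPM, Elovl2 (ENSMUSG00000021364, chr13:41182381–41220405) 525 ± 63.8 (SD, n = 3), Elovl5 (ENSMUSG00000032349, chr9:77917364–77984519) 357 ± 38.2 (SD, n = 3), Elovl6 115 ± 17.6 (SD, n = 3) and Elovl1 46.3 ± 7.18 (SD, n = 3). Elovl7 had 0.379 ± 0.18 (SD, n = 3) and Elovl4 (ENSMUSG00000032262, chr9:83778692–83806277) 0 counts in every control. Of the 5 tested, the widest change at 10 °C was that of Elovl3, −0.39 in log2 (standard error 0.121; adjusted p 0.152, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold limit.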

The liver expresses all genes except *Elovl7* and *Elovl4* at a very high level, however we found no significant change in the expression levels at cold. The highest average expression value is *Elovl6* in iBAT and the highest regulation was seen for *Elovl3* in ingSAT. 

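In ingSAT, Elovl3 went from 0.726 ± 0.603 (SD, n = 3) to 139 ± 26.2 (SD, n = 3) CPM, a log2 fold change of 7.68 (standard error 0.493; adjusted p 0.00216, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 cold libraries were higher. The change in quadriceps was slightly larger, 7.74 (standard error 0.877; adjusted p 0.056, same test), and the difference was not tested. The order turned round with all 22 °C libraries of quadriceps (6.9 there). It also did so in several fits without a single library, such as quadriceps 10 °C library 1 (7.04). No other group mean of the family reached that of Elovl6 in iBAT at 10 °C.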

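Elovl5 was called higher at 10 °C in iBAT (log2 fold change 1.39, adjusted p 0.00216, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), ingSAT (0.67, 0.123), pgVAT (1.21, 0.593) and quadriceps (1.07, 0.225). Besides iBAT, Elovl6 was called in ingSAT (2.38, 0.0369), pgVAT (2.07, 0.593) and quadriceps (4.58, 0.056), by the same test. In the other 7 tissues the changes of both genes lay between −0.28 and 0.22. Elovl5 lost its call in ingSAT without 10 °C replicate 1 (0.59) or 2 (0.67) or 22 °C replicate 3 (0.48), and in pgVAT without 10 °C replicate 2 (0.59) or any 1 control (1.03 to 1.33).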

*Elovl5* and *Elovl6* expression levels were relatively high across all tissues, and showed a pronounced upregulation by cold in the three adipose tissues (Figure 10B). Moreover, we observed a pgVAT-specific increase in *Elovl2* expression upon cold. 

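Elovl2 in pgVAT went from 3.97 ± 2.51 (SD, n = 3) to 23.5 ± 22.5 (SD, n = 3) CPM, a log2 fold change of 2.61 (standard error 1.46; adjusted p 0.625, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called. DESeq2 called it (2.57), and so did the fit without 10 °C replicate 2 (3.26). It was not called in liver, spinal cord, brain or hypothalamus, and was under the expression limit in the other 6 tissues.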

*Elovl3* on the other hand was upregulated in iBAT and ingSAT, whereas *Elovl4* expression was enhanced in iBAT and pgVAT from the cold-exposed mice compared to their RT-kept controls and the magnitude of upregulation was much higher in pgVAT (Figure 10B). 

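Elovl4 rose in iBAT from 1.04 ± 0.179 (SD, n = 3) to 3.91 ± 1.11 (SD, n = 3) CPM, a log2 fold change of 1.91 (standard error 0.301; adjusted p 0.00584, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In pgVAT it rose from 0.81 ± 0.799 (SD, n = 3) to 23.2 ± 21.0 (SD, n = 3), a change of 5.09 (standard error 1.64; adjusted p 0.593, same test), with overlapping groups. The pgVAT call was lost without 10 °C replicate 3 (4.3) or 22 °C replicate 1 (4.50) or 2 (4.79). The difference between iBAT and pgVAT was not tested. Elovl3 was called in iBAT, ingSAT and quadriceps, and in pgVAT its mean was lower at 10 °C without a call (−2.95, adjusted p 0.64, same test).

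**Figure D7:**
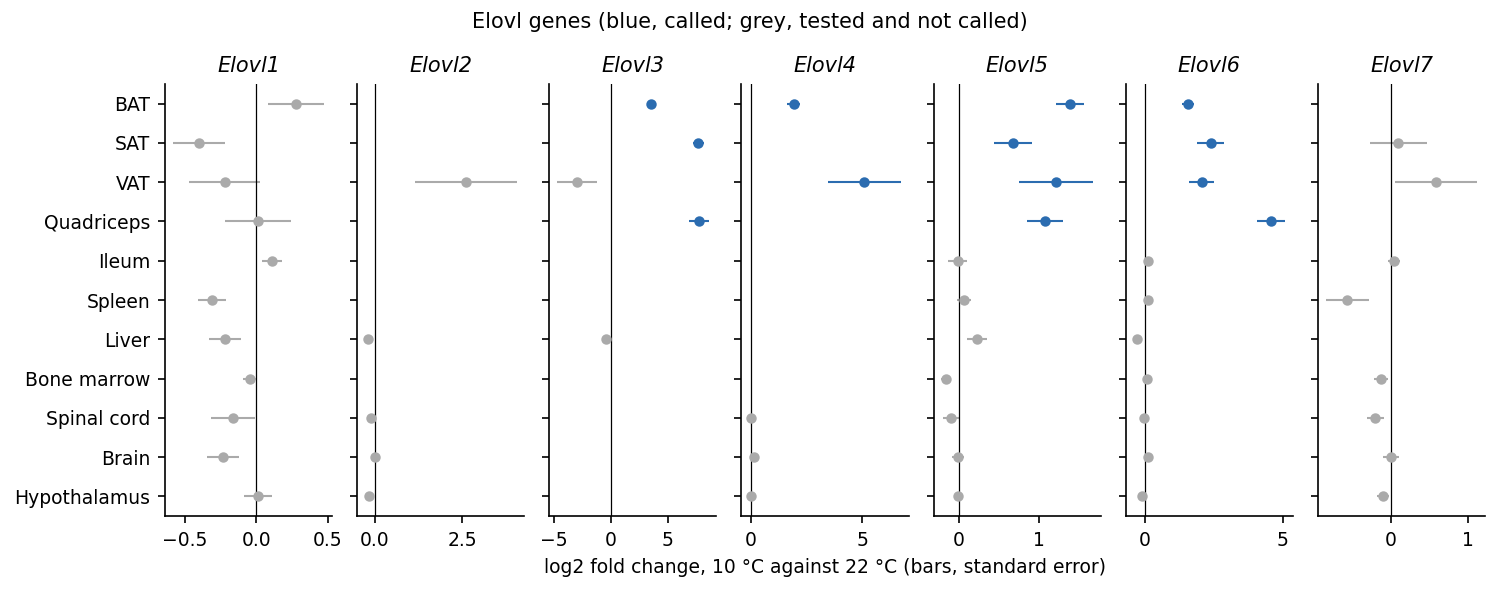
Log2 fold changes of the 7 Elovl genes at 10 °C against 22 °C by tissue, with bars for the standard error. Blue points are called, grey points are tested and not called, and genes under the expression limit have no point.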

Consistent with our previous analysis, although different members of Elovl gene family were expressed in most of the tissues, their response to cold was tissue specific.

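The paper reasons that the family is expressed in most tissues and responds to cold in a tissue-specific way. Elovl3, Elovl4, Elovl5 and Elovl6 were called in 3, 2, 4 and 4 of the 11 tissues.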

**Figure 10.**
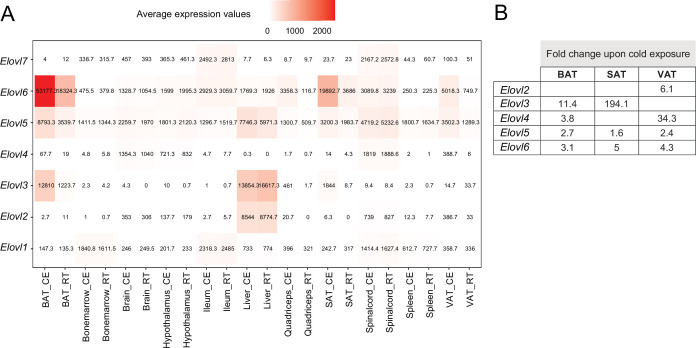
Average expression and regulation of Elovl gene family across 11 tissues at RT and cold. (**A**) Heatmap showing average of the normalized gene expression values of mice at RT or cold as in Figure 2A across seven tissues where these genes are expressed. (**B**) Log2FC of the significantly upregulated genes (p<0.05) of the Elovl family from mice as in (**A**). Significant changes of the Elovl family were detected only in in the adipose tissues.

## Discussion

Cold exposure is an extensively studied intervention to promote BAT activity and SAT browning. Despite the potential therapeutic relevance of this environmental trigger in increasing the energy expenditure, the impact of temperature on the transcriptomic landscape of other tissues and their physiological response has received little attention so far. Moreover, different temperatures have been interchangeably used in cold exposure studies. In this study, we first gathered all publicly available RNASeq profiles of C57BL/6J mouse iBATs obtained under different cold exposures ranging from 4°C to 8°C. This comparative analysis revealed that biomarker response to our milder (10 °C) cold setup was effectively in the 50th percentile range with the exception of a few genes. Our results indicate that the variance in magnitude of the transcriptional upregulation across the different studies can be explained by the duration of the cold exposure rather than the extent of the temperature decrease per se as evidenced by the expression of the thermogenic and fatty acid metabolism biomarkers. Interestingly, while the regulation of the gene expression was largely proportional to the temperature gradient, we found that temperature close to thermoneutrality (34 °C) caused more pronounced changes than 10 °C, albeit having same 12 °C deviation from the RT (22 °C) in both cases.

When analyzing the comparative RNAseq data across the tissues we observed that as expected, similar tissues effectively clustered together in terms of their overall transcriptomic profile, regardless of the imposed condition: exposure to 10 °C, or 34 °C and compared to 22 °C. The extent of the sample separation following temperature variation was different for different tissues, suggesting variable and tissue-specific responses. These conclusions were further supported by the number and the magnitude of differentially expressed genes and the enriched gene sets. Upregulated GO terms, which were mostly related to thermogenesis, oxidative phosphorylation, fatty acid biosynthesis, elongation and catabolic processes, and mitochondrial ATP synthesis scored the highest in the adipose tissues during cold. This was followed by the hypothalamus and the ileum where some of the upregulated pathways related to lipid metabolism went in the same direction as the adipose tissues, however to a lower extent. Strikingly, the tissue specificity in the response to 10 °C, or 34 °C and compared to 22 °C was not dictated by the gene expression differences between the various tissues, since we found the same levels of alterations even within the commonly expressed genes (55%).

The multi tissue data in this study opens possibilities for integrative analyses of the adaptation to environmental temperatures, and it allows investigating how organs compensate for the increased activity of the above-mentioned biological process. As expected, in the adipose tissues, which during cold showed the highest number of upregulated gene sets particularly related to thermogenesis, we also identified a considerable number of downregulated gene sets. This may suggest that on a tissue level the energy expenditure is balanced by a tendency for lowering a range of biological processes to maximize the necessary biological response to a given trigger. Conversely to 10 °C exposure, the majority of tissues showed higher positive than negative regulation of gene expression and GO terms at 34 °C.

On the other hand, such balance between up- and downregulated biological processes was not seen in the spleen, where we observed primarily downregulated gene sets, which included processes such as innate immune response in mucosa, neutrophil-mediated killing of symbiont cell, inflammatory response, and many other responsive systems, for example response to bacteria. This could be explained by its mainly immunologic functions, a biological process that might be blunted during cold, in line with the concept that maintenance of immune functions is energy costly and thus in competition with other energy demanding programs, including thermogenesis (Spiljar et al., 2021). Metabolic and immunologic regulation are tightly interwoven, particularly in the intestine (Spiljar et al., 2017), and our data suggests that temperature modulation mainly provokes immunologic changes in the intestine. Intriguingly, our results further indicate that certain pathways are inversely regulated across tissues. For example, the triglyceride catabolic process was upregulated in ingSAT, brain, and hypothalamus, but downregulated in spleen during cold. In part, this may indicate an overall redistribution of the metabolic energy toward the tissues necessary for acute response to an environmental trigger such as cold, on account of the other maintenance biological programs.

Examining tissue-specific and tissue-shared genes and gene set signatures revealed that tissue-specificity both at level of genes and gene sets dominate over tissue-shared patterns. Even within the adipose tissues, we observed preferential tissue-specific response over shared characteristics. Interestingly, the shared-tissue gene sets, for example upregulation of fatty acid biosynthetic process, do not necessarily require upregulation of the same genes between organs. This highlights the tissue specificity also on a gene level, where regulation of different genes contributes to emergence of the same biological process. This is further supported by analysis of the Elovl gene family during cold in context of the different tissues, suggesting that different members of a given gene family evolve and are regulated in a tissue-specific manner. Such inter-tissue specificity of genes from the same family may guide discovery of tissue-specific regulators upon cold adaptation and contribute to a better understanding of the underlying molecular basis of cold adaptation of each tissue. Surprisingly, while cold exposure profoundly altered *Ucp1* expression in the adipose tissues, and also showed increased levels in the quadriceps, which could be due to contaminating or interspersed muscle-resident adipocytes. Follow-up experiments will address the cause of these changes.

Our work provides a full spectrum of thermal adaptation-induced transcriptional reprogramming of multiple mouse tissues, coupled to computational analysis of these changes on a gene and functional level. This resource is made available through a web-based application and database (https://metlabomics.unige.ch/Search), equipped with tools that allow users to navigate, explore, retrieve and compare gene expression regulations across gender, temperature and tissue. Additionally, users can download partial, or complete information as a.csv file to further use for visualization or other intended analyses. In summary, our work shows that 10 °C cold exposure causes representative transcriptomics response in BAT and highlights the temperature-regulated local alternations in the transcriptomic profile across multiple tissues, which include neural, immune, and metabolic responses. We believe that these tissue-specific temperature-induced expression atlas would be a useful resource for studying the physiological alterations in response to lower environmental temperatures in an integrative manner.

## Materials and methods

### Mice

Male 8 weeks old C57BL/6 J mice were obtained from Janvier, France (cold exposed mice and controls) or Charles River, France (warm exposed and control mice). Mice were housed in a specific pathogen-free (SPF) facility in 12 hr day/night cycles with free access to irradiated standard chow diet and water from autoclaved bottles. All mice were housed 2 per cage with a normal use of bedding material, supplemented with aspen wood bars (blocks), but in the absence of nesting material to ensure controlled temperature conditions. Cold exposure was performed in a light- and humidity-controlled climatic chamber (TSE, Germany) under SPF conditions, at 10 °C for 2 weeks with an initial acclimatization period of 5 days at 18 °C and 5 days at 14 °C. Male, 8-week-old C57BL/6J mice were exposed to 34 °C warm (WE) or room temperature (RT) for 4 weeks. All animal experiments were performed at the Universities of Geneva with authorization by the responsible Geneva cantonal, and Swiss federal authorities in accordance with the Swiss law for animal protection (GE44/20, GE134/18, and GE174/19).

### Experimental model and subject details

Our study design is summarized in Supplementary file 13. Transcriptome dataset were generated from 11 different tissues interscapular brown adipose tissue (iBAT), bone marrow, brain, hypothalamus, ileum, liver, quadriceps, inguinal subcutaneous adipose tissue (ingSAT), spinal cord, spleen, and perigonadal visceral adipose tissue (pgVAT) of C57BL/6J mice subjected to cold, or kept at RT. For 10 °C samples, two mice were pooled with a total of six mice per group, except for the spinal cord and bone marrow, where individual mouse tissues of 5 and 6 mice were analyzed, respectively. For 34 °C exposure and the respective room temperature controls, 2 mice were pooled for each organ. The summary of mice and tissue sampling is provided in Supplementary file 13.

### RNA extraction for RNA sequencing

After collection, all tissues except bone marrow were snap frozen in liquid nitrogen and stored at –80 °C until used. Frozen tissues were mechanically homogenized with 1 stainless steel bead (5 mm) in 1 ml Trizol (Thermo Fisher Scientific) by shaking for 50 s at 30 Hz (TissueLyser, Qiagen). 200 μL chloroform was added to homogenize Trizol samples, followed by 15 s shaking and centrifugation (15 min, 12000 RCF, 4 °C). The chloroform phase was collected, shaken for 15 s with 500 μL isopropanol and centrifuged (50 min, 12,000 RCF, 4 °C). The pellet was washed with 70% ethanol twice (10 min, 8000 RCF, 4 °C) and dissolved in 50 μL PCR-grade water. Bone marrows were flushed immediately after collection from mouse, cells were spun and loaded onto shredder columns (Qiagen). Shredded bone marrow cells were frozen (–80 °C) in RLT buffer (1% beta-mercaptoethanol) until RNA extraction using RNAeasy mini kit (Qiagen). RNA integrity number (RIN) was determined in all samples (Bioanalyzer 2100, Agilent) before sequencing.

### RNAseq sequencing

The mRNA sequencing was done at the iGE3 Genomics Platform at the CMU of the University of Geneva for bone marrow, spinal cord and quadriceps of the 10°C-exposed mice and their RT controls, as well as all the samples from the 34°C-kept mice and their RT controls, while for all other tissues at the Microarray and Deep-Sequencing Core Facility of the University Medical Center Göttingen. Libraries for sequencing of bone marrow, spinal cord and samples from the 34 °C exposure experiments were prepared with the TruSeq stranded mRNA kit and sequenced with read length SR50 (Illumina HiSeq 4000). For all other tissues RNA-seq libraries were prepared using the NEBNext Ultra RNA Library Prep Kit and were pooled and sequenced on an HiSeq 2000 sequencer (Illumina). The sequencing quality control was done with FastQC v.0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were mapped with STAR aligner v.2.6.0c to the UCSC *Mus musculus* mm10 reference. The transcriptome metrics were evaluated with the Picard tools v.1.141 (http://picard.sourceforge.net/). The table of counts with the number of reads mapping to each gene feature of the *Mus musculus* mm10 reference was prepared with HTSeq v0.9.1 (htseq-count, http://www-huber.embl.de/users/anders/HTSeq/).

### Data analysis

Raw counts were processed and analyzed by R/Bioconductor package EdgeR v. 3.4.2, for normalization and differential expression analysis. The counts were normalized according to the library size and filtered. Only genes having log count per million reads (cpm) >0 were kept for the further analysis. After normalization of the counts, transcript abundances were compared in pairwise conditions in a modified Fischer exact test (as implemented in edgeR). Two-tailed unpaired Student’s t-test was used for pair-wise comparisons, and p<0.05 was considered statistically significant, unless otherwise specified. Genes were considered significant if they passed a fold change (FC) cutoff of |FC|>1.5 and a p-value ≤0.05, and were further subjected to gene ontology analysis, using R/Bioconductor package topGO (https://bioconductor.org/packages/release/bioc/vignettes/topGO/inst/doc/topGO.pdf), together with Rgraphviz, Pearson correlation similarity analysis, and heatmap visualization. Principal Components Analysis (PCA) and volcano and dot plots were generated in R, and the scripts used for the analysis and generating figures are available at https://github.com/Nhadadi/Mouse_AllTissue_Transcriptomics, (copy archived at swh:1:rev:ee7742cb4bf5e49ee9d90414c36a06b714a42d69; Hadadi, 2021). All generated results are available at https://metlabomics.unige.ch/Search. This online application provides a user-friendly interface to access the data sources, search and filter the results based on several criteria such as significance and fold change, gender, tissue and treatment.

## Data Availability

The raw counts from the RNA-seq data, and the code for the bioinformatics pipeline developed for this study have been made freely available at https://github.com/Nhadadi/Mouse_AllTissue_Transcriptomics, (copy archived at swh:1:rev:ee7742cb4bf5e49ee9d90414c36a06b714a42d69). The accession number for RNA-seq data reported in this paper is GSE198046. The following dataset was generated: HadadiN SpiljarM 2022Comparative multi-tissue profiling reveals extensive tissue-specificity in transcriptome reprogramming during thermal adaptationNCBI Gene Expression OmnibusGSE19804610.7554/eLife.78556PMC911374435578890 The following previously published datasets were used: HaoQ YadavR BasseAL PetersenS SonneSB RasmussenS ZhuQ LuZ WangJ AudouzeK GuptaR MadsenL KristiansenK HansenJB 2014Transcriptome profiling of brown adipose tissue during cold exposureNCBI Gene Expression OmnibusGSE6303110.1152/ajpendo.00277.201425516548 MarcherAB LoftA NielsenR VihervaaraT MadsenJG Sysi-AhoM EkroosK MandrupS 2015The acute cold response of brown adipose tissue analyzed by RNA-seqNCBI Gene Expression OmnibusGSE7043710.1016/j.celrep.2015.10.06926628366 ChaiX YoonMJ KimHJ Kinyui AliceLO ZhangZ XuD BaiH 2016RNA profiling to describe the transcriptional change during white fat browning, brown fat activity and inactivationNCBI Gene Expression OmnibusGSE86338 Yiming ChengLJ KeipertS ZhangS HauserA GrafE StromT 2018Gene expression signature of brown and inguinal white fat of mice kept at 30°C vs. 5°CNCBI Gene Expression OmnibusGSE112582

How the deposited data were processed for this re-analysis (not part of the article)

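The deposited files are tables of gene counts from bulk RNA sequencing of mouse tissues. The authors housed mice at 10 °C for 2 weeks, after 5 days each at 18 °C and 14 °C, or at 34 °C for 4 weeks, with controls at 22 °C. They aligned reads to mm10 with STAR 2.6.0c and counted reads per gene with HTSeq 0.9.1 to make the deposited raw counts, which are whole numbers without any scaling. The authors then compared groups with edgeR's exact test. Neither alignment nor counting was repeated here. The log2 fold changes and group means in the authors' supplementary tables were used to find which libraries they compared, and all log2 fold changes in the text were computed here from the deposited counts. Gene positions come from the GENCODE M21 annotation on GRCm38, the same assembly as mm10.

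A total of 106 libraries in 31 conditions were matched to the paper's samples, and 16 pairs of conditions were compared: 11 tissues at 10 °C and 5 tissues at 34 °C, each against 22 °C. Bone marrow, spinal cord and the warm tissues were sequenced with another kit and instrument than the 8 tissues of the largest table, and all quadriceps libraries are in the table of the warm tissues. Temperature is not mixed with site in any comparison. The sample labels name 34 °C in the growth protocol of every sample, so the temperature was taken from the sample titles and the paper. Tables were joined by gene symbol, and some symbols are counted differently: of 8995 genes of at least 10 CPM in iBAT at 22 °C in the largest table, 135 were over 10 times lower in the table of the warm tissues. For quadriceps the labels do not say which 22 °C libraries belong to which experiment. They were assigned from the authors' group means. In brain the 22 °C library of replicate 2 was left out of the main comparison, because the authors' group means leave it out. The samples of ingSAT and pgVAT at 34 °C are not analysed here. Gene ontology enrichment was not repeated, since no annotation of gene sets was at hand.

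Library totals ran from 4262403 to 58290770 counts (median 17676815) in the 75 libraries used at 10 °C and from 29545458 to 62880248 (median 41889787) in the 30 libraries used at 34 °C. The 22 °C libraries of pgVAT include the smallest, so its low counts are the least precise. No pair of libraries had identical counts. Reads carry no molecular barcodes, so intervals on counts cover counting error only, while standard errors of fold changes come from the spread between libraries.

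Each comparison was fitted on its own libraries with edgeR 4.0.16 in R 4.3.3. Counts were scaled with TMM, genes with an average log2 CPM above 0 were kept, and temperature was tested with the quasi-likelihood F-test, two-sided. A gene was called at an unadjusted p of at most 0.05 and a fold change above 1.5, the limits of the paper, and the number with a Benjamini-Hochberg adjusted p under 0.05 is given beside it. No p was adjusted across comparisons. Percentages of genes have exact binomial (Clopper-Pearson) intervals at 95%, which treat genes as independent. Folds against a group with at most 3 counts in every library are given as lower limits.

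The share of variance between temperatures was computed on log2 CPM (prior count 2) as the between-group share of the summed squares, with an exact permutation test over all splits of the libraries. With 3 libraries in each group its smallest p is 0.1. Principal components and Pearson correlations over all tissues used log2 CPM of the genes in all 4 tables. Identifiers of the largest table were turned into symbols, 19170 unchanged and 1009 through an older symbol. A gene counts as expressed in a tissue at a mean of at least 5 raw counts at 22 °C or at 10 °C.

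The alternatives set down before the data were examined are edgeR's exact test, DESeq2 1.42.0, the adjusted p, library size only, edgeR's filterByExpr, no filter beyond 1 count (the lowest filter), leaving out each library in turn, the replicate number as a block in the largest table, all 22 °C libraries of brain and quadriceps, a prior count of 0.5, the 500 most variable genes, unit-variance scaling and 4 other limits for expressed genes. Bone marrow was not refitted with single libraries left out. Expressed genes over every table's own genes were added later.

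Genes named in the text are those the paper names in the sentence at hand, and for each comparison the gene with the largest rise and the gene with the largest fall among those with an adjusted p under 0.05 and groups that do not overlap. The thermogenic and fatty acid lists are the study's own. Lists of adipocyte, brown adipocyte, skeletal muscle, epididymis, pituitary, hepatocyte, pancreas acinar, neutrophil precursor, red cell precursor, B cell, plasma cell, clock, heat shock, ribosomal RNA-like and blood vessel genes were written down before the counts were opened and after Figure 4 of the paper was read. They are used for tests of explanations only. Their summed CPM were compared between temperatures with an exact permutation test on the difference of means over all splits, two-sided.

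The fits were tested on simulated data made from the real means and library sizes, with 200 genes changed. The calls recovered 98.5% of them for iBAT, 100% for bone marrow and 66% for pgVAT, and called 0.801%, 0.0325% and 4.69% of the unchanged genes. At an adjusted p under 0.05 the recovered shares were 97%, 100% and 6%. The share of variance was tested only for the design of bone marrow, 6 libraries against 6, on 20 simulated sets without and 20 with changed genes, of which 0 and 20 had a p of at most 0.05. With 3 against 3 no p under 0.1 is possible, and the designs of spinal cord and brain were not simulated. The simulation therefore says nothing on the other tissues. Python 3.11 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables and plots.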

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

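Of the tests in this part, those of muscle genes in bone marrow and spinal cord, of a mislabelled liver library and of epididymis genes over the libraries of pgVAT were chosen only after the result was seen, and the others before. A distant library was looked for in 30 combinations of a group of 5 or 6 libraries with a gene or the library total. Chance alone would give about 5% of them, and 2 were found. The 4 differences between tissues are among the genes the paper names. The remaining results come from lists of genes that mark other tissues, which the paper does not analyse.

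In bone marrow at 10 °C, Atp2a1 stood at 17.61 scaled CPM in mouse 4, against 1.79 to 3.451 in the other 5 libraries. Bone marrow also expresses 11 of the 12 genes of the skeletal muscle list above the filter. The rest of the list had its highest value of the group in mouse 4 for 10 of 11 genes, and their sum was 113 CPM there, against 19.8 to 34.9 in the others. Acta1, among the most abundant, was 21.4 CPM in mouse 4 and 1.05 to 2.72 in the rest. This signal is not peculiar to mouse 4: control mouse 3 had 17.2 CPM of Atp2a1 and 17.8 of Acta1, and the other controls 3.08 to 8.99 of Atp2a1, so it also bears on the comparison of 10 °C with 22 °C. RNA from skeletal muscle in that library is therefore a candidate explanation for the value that is distant within its group. An error of scaling would raise all genes together, and Mylpf, the most abundant gene of the list, was 15.5 CPM against 10.9 to 15.7. Muscle RNA would be looked for in Mylpf too, so this gene also counts against that explanation, while 10 of 11 genes go with it. No biological explanation was tested, since the 6 mice shared a condition.

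In spinal cord at 22 °C, Atp2a1 stood at 41.17 scaled CPM in mouse 6, against 0.6406 to 7.52 in the other 4. All 11 of the 11 other skeletal muscle genes had their highest value of the group in mouse 6, with a sum of 293 against 111 to 161 CPM. Spinal cord also expresses all 12 genes of the list above the filter. Acta1 was 33.6 CPM in mouse 6 and 1.62 to 10.5 in the rest, and Pvalb, which all libraries express at 99.8 or more, was 127. Muscle RNA in this library may account for the value. Without it the log2 fold change of Atp2a1 between temperatures went from negative to 0.406. That value rests on cold mice 3 and 4, which also carry muscle genes (Atp2a1 10.1 and 11.9 CPM, Acta1 13.5 and 26.1, against at most 0.279 and 1.83 in the other cold mice), so neither sign can be read as an effect of temperature. No biological explanation was tested.

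The rise of Thrsp at 10 °C differed from its change in brain. The difference in log2 fold change was 1.367 for iBAT (adjusted p 0.0165, edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment) and 1.663 for ingSAT (adjusted p 0.0188, same test). For pgVAT it was 1.237 (adjusted p 0.691). Thrsp was higher in 3 of 3 cold libraries than in any control in these 3 adipose tissues, and in brain 3 of 3 lay below both controls. In quadriceps the rise was 2.521 against -0.134 in brain, with every library on its side. This difference was not tested, because the libraries come from different tables. Scaling would have to act on this gene alone to separate the tissues, and with library size only the rise in iBAT was 1.07 and the change in brain -0.16. A biological difference between tissues, which the design names, stays open and untested beyond this, and so does the cell composition of the tissues.

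The change of Nr1d1 in liver, 0.86 (adjusted p 0.327), had the opposite sign to that in all 10 other tissues (-0.00923 in bone marrow). The difference in log2 fold change was 2.485 against ingSAT (adjusted p 0.0374, edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). Against the other tissues tested it was 1.579 for iBAT (adjusted p 0.112), 3.559 for pgVAT (0.298), 2.904 for ileum (0.113) and 1.441 for spleen (0.28). Quadriceps, bone marrow, spinal cord, brain and hypothalamus were not tested against liver. Nr1d1 was lower in 3 of 3 cold libraries of ingSAT than in any control, while in liver the 2 groups overlap. Leaving out single libraries moved the liver value between 0.43 and 1.39, the lowest without 22 °C replicate 3. Nr1d1 and Dbp fell together in 9 tissues, and in 8 of them Arntl and Npas2, which peak at the opposite hour, rose. Collection at another hour of the day and a response of the clock to temperature predict this alike, so they cannot be told apart, and no collection hour was used here. In liver Nr1d1 and Dbp rose and Arntl and Npas2 fell, which a single shift of the hour for all tissues of a mouse would not give unless liver was collected or timed apart.

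The summed CPM of the hepatocyte list, of which the table holds 11 genes, was 83793 in the brain library of replicate 2 at 22 °C, which the main comparison leaves out. The mean of the other 22 °C libraries of brain was 985. Alb was 37865 CPM in it and 1.57 to 7.11 in the other brain libraries, and Apob 13890 and 0.993 to 4.17. Brain expresses 5 of the 11 genes in that comparison. Genes over 100 CPM in liver and under 1 CPM in the other brain libraries (215 genes) stood at a median of 58.7% of their liver level (quartiles 51.1 to 66.4%), so that liver RNA at one share fits this set. Markers of the other tissues stayed at 0.178% or less. A mislabelled liver library is argued against by 460 genes abundant in brain and near 0 in liver. Their median ratio to the other brain libraries was 0.421 (quartiles 0.381 to 0.461), which a liver library would not hold. A mixture of brain and liver RNA or libraries is the candidate explanation that stays open. No biological explanation was tested.

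In pgVAT at 10 °C, 19 epididymis genes (the list without Akr1b7, which the paper names) summed to 35399 CPM in replicate 1 and 39154 in replicate 3, and to 5.35 in replicate 2. At 22 °C the sums were 2766, 920 and 1239. Over 10 times higher in replicates 1 and 3 than in replicate 2 were 19 of the 19 genes, with Adam7 at 6031 and 9755 against 0.819 CPM and Lcn5 at 4017 and 4348 against 0.441. All 20 genes of the list passed the expression filter in pgVAT. Epididymis tissue collected with the fat may account for this, and a response of fat cells shared by the cold mice would be looked for in replicate 2 as well. Of the 663 genes called higher in pgVAT, 66.1% did not exceed the highest 22 °C library in replicate 2, against 0.452% in replicate 1 and 0% in replicate 3. Of the 20 list genes only 3 were themselves called higher, so they make up little of the 663. Without replicate 2 the called genes were 3516, and without replicate 3 they were 390. Which of the 663 genes respond to temperature stays open.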

How the results depend on the processing

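The count of expressed genes over the genes of every table was chosen after the data were seen, and the counts of other splits of the libraries were tests chosen after the results were seen. A count of genes is treated as changed when it is more than 1.5 times higher or lower, and a share when it moves by more than its spread. Changes under a different filter come with a different number of genes tested, and under the adjusted p with a stricter limit on the same tests. In fits that leave out a library there are fewer samples. For every other change reported here the cause was not tested. The edgeR exact test changed 0 of 51 main values and the prior count of 0.5 changed 0 of 16. Of 51 values, DESeq2 changed 9, library size only 8, edgeR's filterByExpr 2 and no filter beyond 1 count 15. Of the genes called in each comparison, the exact test also called between 90.3% (pgVAT) and 100%, and DESeq2 between 42.9% (hypothalamus) and 98.1% (bone marrow).

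With an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) in place of the unadjusted limit, 42 of 47 counts and percentages changed. At 10 °C the genes called were iBAT 1117, ingSAT 926, pgVAT 0, quadriceps 3, ileum 9, spleen 11, liver 0, spinal cord 1, brain 12 and hypothalamus 0, and at 34 °C ileum 0, liver 43, brain 0 and quadriceps 0. The counts at the unadjusted limit beside the zeros are 1179 in pgVAT, 395 in liver at 10 °C, 84 in hypothalamus, and 368 in ileum, 27 in brain and 142 in quadriceps at 34 °C. Bone marrow (116) and iBAT at 34 °C (1928) stayed within 1.5 times. These adjusted counts depend on the test: with the exact test and DESeq2 they were 40 and 157 in pgVAT, 132 and 172 in quadriceps, 148 and 159 in ileum, 50 each in spleen and 204 and 205 in liver at 10 °C, and liver without 22 °C replicate 3 had 274 with the quasi-likelihood test. In ingSAT they were 1591 and 1735, and in iBAT 1452 and 1349. Leaving out 1 library moved the quasi-likelihood count from 57 to 2811 in ingSAT and from 533 to 1293 in iBAT. It reached 113 in quadriceps without 10 °C library 3. At 34 °C the exact test and DESeq2 gave 177 and 182 in liver, 18 and 15 in quadriceps, 5 and 17 in ileum and 0 in brain. Genes called at both temperatures fell to 303 in iBAT (482 before), and to 0 in ileum (30), 0 in liver (45), 0 in brain (6) and 0 in quadriceps (61). At 10 °C, 1084 genes were higher and 906 lower in any tissue, 86.9% and 93.5% of them in 1 tissue, and 22 were called in opposite directions in different tissues.

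Of the genes shared between adipose tissues at that adjusted limit, ingSAT and iBAT had 139 higher and 58 lower. Each overlap with pgVAT was 0 (93 higher with ingSAT, 87 with iBAT and 55 in all 3 before; 208, 80 and 53 lower). In the thermogenic list 22 genes of the iBAT set (49 before) passed, and 58 of the list in any tissue (90), 18 in iBAT (30), 0 in pgVAT (14) and 0 in brain (1). In the fatty acid list the counts were 49 for the iBAT set (74), 81 in any tissue (133), 39 in ingSAT (68), 0 in pgVAT (33) and 1 in brain (2).

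Without a filter beyond 1 count, the called genes at 10 °C were quadriceps 874, ileum 576, bone marrow 456, spinal cord 229, brain 224 and hypothalamus 257, and at 34 °C ileum 695, liver 634, brain 196 and quadriceps 335, each over 1.5 times the count with the filter. Genes called at both temperatures were 57 in ileum and 15 in brain. In 1 tissue only were 79.1% of the genes higher at 10 °C (81.6% with the filter), in opposite directions 782, and higher in pgVAT and iBAT together 157. With edgeR's filterByExpr the spinal cord had 88 called genes (39 in the main comparison) and brain at 34 °C 90 (27).

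The DESeq2 Wald test called brain 54 and hypothalamus 37 genes at 10 °C (112 and 84 with edgeR) and 574 in ileum at 34 °C (368; 238 higher, 336 lower). Genes called at both temperatures were 46 in ileum and 3 in brain, where 100% went in opposite directions (83.3% with edgeR). The share of lower genes found in 1 tissue was 79.2% (81%), 23 thermogenic genes were called in pgVAT and 1 fatty acid gene in brain. The cause was not tested.

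Scaling by library size only moved the median of all genes by over 0.1 (log2) in 3 comparisons, to -0.18 in iBAT at 10 °C, 0.252 in quadriceps at 10 °C and 0.298 in iBAT at 34 °C. Higher and lower calls were then 486 and 1494 in iBAT, 893 and 41 in quadriceps (934 together), 498 and 728 in pgVAT, 159 and 252 in ileum and 55 and 399 in liver at 10 °C. At 34 °C they were 3090 and 407 in iBAT, 135 and 235 in liver and 18 and 115 in quadriceps. In pgVAT and ileum at 10 °C and in liver at 34 °C the lower calls outnumbered the higher ones under this scaling and not under TMM. In iBAT 85.6% of the genes called at both temperatures went in opposite directions (78.6% with TMM). Of the lower genes 77.7% were in 1 tissue. The overlaps were 57 higher in pgVAT and iBAT, and 304 lower in ingSAT and iBAT, 166 in pgVAT and iBAT and 94 in all 3. The 1 thermogenic gene called in brain was not called (0). The cause was not tested.

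With all libraries at 22 °C, 393 genes were called in brain (39 higher, 354 lower; 112 in the main comparison). Genes expressed in 1 tissue were 645 in the main count, 1050 at a mean of at least 0.5 CPM, 1022 with counts scaled to the smallest library and 1244 over the genes of every table. Of the genes expressed in 1 tissue, 50 were called, against 77 at 0.5 CPM, 127 with scaled counts, 83 at a mean raw count of at least 10 and 79 at 5 raw counts in every library. On the 500 most variable genes the share of variance between temperatures at 10 °C was 70.6% in iBAT (55.1%), 25.6% in ingSAT (36.9%), 50.5% in quadriceps (39.4%), 21.8% in ileum (28%) and 17.9% in bone marrow (23%; exact permutation p 0.0844 against 0.00649, two-sided), and 46.1% in liver at 34 °C (34.8%). Over all libraries tissue accounted for 94.4% of the variance with genes scaled to unit variance and 97.2% on the 500 most variable genes (96.5%).

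Leaving out 1 library at a time gave the following ranges of called genes at 10 °C: iBAT 1525 to 1934, ingSAT 1756 to 3510, pgVAT 390 to 3516, quadriceps 311 to 985, ileum 362 to 542, spleen 245 to 791, liver 277 to 629, spinal cord 29 to 114, brain 117 to 144 and hypothalamus 70 to 183. At 34 °C they were iBAT 2001 to 2800, ileum 130 to 1096, liver 294 to 513, brain 34 to 65 and quadriceps 113 to 241. The pgVAT count reached its highest value without the 10 °C library of replicate 2 and its lowest without that of replicate 3, and each of its 6 fits lay outside 1.5 times the main count of 1179. The other 4 pgVAT counts were 676 (10 °C replicate 1), 683 and 543 (22 °C replicates 1 and 3) and a value between these (22 °C replicate 2). More than 1.5 times off were also ingSAT 3510 (22 °C replicate 3), quadriceps 985 (10 °C library 3), liver 629 (22 °C replicate 3), spleen 248 (10 °C replicate 1), 791 and 245 (22 °C replicates 1 and 3), spinal cord 77 and 81 (10 °C mice 3 and 5) and 114 (22 °C mouse 2), and hypothalamus 127 and 183 (replicate 2 at 10 °C and at 22 °C). At 34 °C these were ileum 199, 806 and 151 (22 °C libraries 1 to 3) and 1096 and 130 (34 °C libraries 1 and 2), brain 43 and 65 (22 °C libraries 2 and 3) and 53 and 61 (34 °C libraries 2 and 3) and quadriceps 241 (22 °C library 3). In bone marrow, with 6 libraries per group, this was not run.

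Across the same kind of fits, genes called at both temperatures numbered 432 to 631 in iBAT, 11 to 66 in ileum, 30 to 56 in liver, 4 to 14 in brain and 40 to 81 in quadriceps, and the percentages in opposite directions were 73.5 to 84.2 in iBAT, 24.4 to 73.3 in ileum, 13.9 to 35.7 in liver, 75 to 100 in brain and 94.9 to 100 in quadriceps. In any tissue at 10 °C, 2311 to 3842 genes were higher (80.8 to 84.2% in 1 tissue) and 2684 to 3769 lower (77.7 to 83.7% in 1 tissue), and 330 to 684 went both ways. The overlaps of higher genes were 243 to 278 for ingSAT and iBAT, 51 to 136 for ingSAT and pgVAT, 39 to 150 for pgVAT and iBAT and 31 to 65 for all 3, and of lower genes 139 to 223, 91 to 411, 41 to 205 and 25 to 96. The ileum counts at both temperatures were 15, 15, 66 and 11 without 22 °C libraries 1 and 3 and 34 °C libraries 1 and 2 of the 34 °C experiment, and those of brain 10 and 14 without 10 °C replicate 1 and 34 °C library 2. The ileum percentage rose to 60.7, 66.7 and 73.3 without 10 °C replicate 2 and 22 °C libraries 1 and 3. In liver it fell to 13.9 and 14 without 10 °C replicate 3 and 34 °C library 3. Without 34 °C library 2 quadriceps had 40. Every highest overlap that includes pgVAT came without its 10 °C library of replicate 2.

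With 1 library left out, the thermogenic list counts were 34 to 59 for the iBAT set, 85 to 101 called in any tissue, 26 to 34 in iBAT, 53 to 59 in ingSAT, 8 to 41 in pgVAT and 1 to 2 in brain. Those of the fatty acid list were 66 to 86 for the iBAT set, 124 to 158 called in any tissue, 55 to 62 in iBAT, 58 to 81 in ingSAT, 15 to 80 in pgVAT and 2 to 4 in brain. The share of variance between temperatures, in percent, was iBAT 53.8 to 62.2, ingSAT 34.1 to 51.6, pgVAT 16 to 59.6, quadriceps 33.4 to 59.7, ileum 28.8 to 36.3, spleen 19.2 to 31.9, liver 29.4 to 45, spinal cord 10.5 to 16.2, brain 36.7 to 41 and hypothalamus 22.6 to 30.6 at 10 °C and iBAT 52.7 to 79, ileum 25.1 to 55.5, liver 33.6 to 41.7, brain 16.6 to 24.8 and quadriceps 16.4 to 27.9 at 34 °C. The highest shares of pgVAT, of quadriceps at 10 °C and of ileum at 34 °C came without the libraries that also gave their highest counts of called genes. In iBAT at 34 °C the highest share came without 22 °C library 2. The share expected without any difference is higher with fewer libraries, so part of a rise in these fits is built in.

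For some single genes the log2 fold change took the other sign in at least 1 fit. With all libraries at 22 °C, Nnat was 0.0502 (main -0.18) and Hspa1b -0.184 (0.52) in brain, and Cyp26b1 -1.39 (0.78) in quadriceps at 34 °C. With library size only, Nr1d1 was 0.000429 in bone marrow, Hspa1b -0.129 in iBAT and Elovl7 -0.0191 in ileum. Across the fits that each left out 1 library, Atp2a1 in spinal cord ran from -1.99 to 0.406 (positive without 22 °C mouse 6), Nnat in hypothalamus from -0.108 to 0.0263 (positive without 22 °C replicate 2) and Elovl7 in ileum from -0.0211 to 0.103 (negative without 10 °C replicate 3). Hspa1b ran from -0.29 to 0.467 in iBAT (negative without 10 °C replicate 3, -0.0323 without 22 °C replicate 2 and -0.234 without 22 °C replicate 3) and from -0.55 to 0.0869 in ingSAT (positive without 10 °C replicate 3, and 0.0844 without 22 °C replicate 1). In spleen it ran from -0.0554 (10 °C replicate 1 left out) to 1.09, and in liver from -0.944 to 0.24 (22 °C replicate 2 left out). Thrsp ran from -0.57 to 0.211 in liver (10 °C replicate 3 left out, with 0.0729 without 10 °C replicate 1 and 0.125 without 22 °C replicate 1) and from -0.0893 to 0.0217 in spinal cord (10 °C mouse 5 left out). Cyp26b1 in brain at 34 °C ran from -0.0834 (34 °C library 1 left out) to 0.136, with -0.0358 without 22 °C library 3. The cause was not tested.

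Other results for single genes changed less. By the p limit alone, whatever the fold, 110 of 119 kept their direction and side under DESeq2, 4 no longer passed and 5 now did. The counts were 116 of 121 under the exact test (5 now passed), 118 of 120 with filterByExpr (1 lost, 1 gained), 112 of 121 without the filter (1 lost, 8 gained), 114 of 121 with library size only (1 lost, 3 gained) and 80 of 121 at the adjusted p (41 lost). With all libraries at 22 °C they were 13 of 21 (3 lost, 2 gained), and over the fits with 1 library left out 606 of 697 (46 lost, 29 gained). By the whole call, p and a fold above 1.5 together, 3 calls were lost and 5 gained under DESeq2, 0 and 5 under the exact test, 1 and 1 with filterByExpr, 1 and 7 without the filter, 3 and 4 with library size only, 38 and 0 at the adjusted p, 1 and 2 with all libraries at 22 °C and 52 and 26 over the fits with 1 library left out.

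With the replicate number as a block (replicate block), the called genes were iBAT 1788, ingSAT 2255, pgVAT 810, ileum 523, spleen 396, liver 360, brain 122 and hypothalamus 106. All 8 lie within 1.5 times the main count. In pgVAT 336 of the blocked calls were higher and 474 lower, and in ileum 230 and 293, so the majority changed sides in both. At the adjusted p the block moved the counts further: 1416 in iBAT (1117 without it), 452 in ingSAT (926), 79 in ileum (9), 123 in spleen (11), 36 in brain (12) and 14 in hypothalamus (0), with 0 in pgVAT and liver either way. Of 63 values of single genes 59 kept direction and side of the p limit, 2 fell back and 2 came to pass it. By p and fold together 61 kept their call, 1 was lost and 1 gained (Fabp7 in brain, -0.594 against -0.581). Deviations from the group means correlated over all 3 pairs above 0.1 in no tissue. The lowest correlation within a tissue ran from -0.69 (spleen) to -0.028 (brain, with 2 pairs). The deviations rest on 2 or 3 libraries per group and sum to 0 within it, so this rule cannot exclude pairs. The mean correlation of libraries with the same number ran from -0.21 in spleen (0.11 for other numbers) to 0.28 in ileum (-0.14 for other numbers). Whether the numbers mark pairs stays open. No paired analysis was possible because, in bone marrow and spinal cord, the labels do not tie the numbers of the columns to the replicate numbers, and in quadriceps and at 34 °C the groups share no replicate number in the labels.

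Depth and spread limit the comparisons unequally. In pgVAT, with the smallest libraries and the largest spread, the fits recovered 66% of the simulated changes at the unadjusted limit and 6% at the adjusted p, so the count of 0 there at the adjusted p says little about changes of that size. In bone marrow they recovered 100% at each limit. The larger libraries at 34 °C are not what separates iBAT at 34 °C from iBAT at 10 °C, since 10 random draws at the lower depths still called at least 2331 genes, a test chosen after the counts were seen.

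Other splits of the same libraries into groups of the same size show how often such counts arise. For 3 libraries against 3 there are 10 splits, so no share under 0.1 can be reached. As many genes as between temperatures, that comparison included, were called at 10 °C in 1 split for iBAT, ingSAT and liver, 2 for ileum and spleen, 3 for quadriceps, 4 for pgVAT and 5 for hypothalamus. At 34 °C it was 1 split for iBAT and liver, 2 for ileum, 4 for quadriceps and 9 for brain. A low share therefore cannot set any of these 13 comparisons apart from other groupings. A high share can still show that a count is ordinary. The 27 genes of brain at 34 °C are no more than its other splits give, with a median of 36. The 84 of hypothalamus at 10 °C lie near the median of 79 in its other splits. In bone marrow 3 of 100 splits drawn from 462 gave as many. In spinal cord 65 of 100 drawn splits did, so its 39 called genes are no more than other groupings of the 10 libraries give. The highest count in another split at 10 °C was 454 in iBAT (1694 between temperatures), 1794 in ingSAT (2285), 2361 in pgVAT (1179), 876 in quadriceps (454), 665 in ileum (381), 467 in spleen (378), 231 in liver (395) and 222 in hypothalamus (84). At 34 °C it was 364 in iBAT (2392), 1064 in ileum (368), 193 in liver (378), 150 in brain (27) and 478 in quadriceps (142). For iBAT no other split called a gene at the adjusted p, against 1117 and 1928 between temperatures. At the adjusted p, the temperature split alone gave as many genes in iBAT, ingSAT, quadriceps, ileum, spleen and bone marrow at 10 °C and in iBAT and liver at 34 °C. For brain at 10 °C, with 2 libraries at 22 °C, this was not run.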

Differences from the paper's values

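The tests in this part were set before the results were seen, and in each case the alternatives set before the data were examined are named with their values. For iBAT at 34 °C the paper's section on brown fat gives 2,126 downregulated genes, against 887 here. None of the alternatives set before the data were examined closed the gap: the exact test gave 886, DESeq2 927, the adjusted p 800, library size only 407, edgeR's filterByExpr 995 and no filter beyond 1 count 1059. The paper's text on its Figure 4 gives the 2 directions the other way round, and there its values lie within 1.5 times of 1505 higher and 887 lower.

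The paper reports 785 genes that rose in some tissues and fell in others at 10 °C, against 408 here. Of the alternatives set before the data were examined, no filter beyond 1 count (782) and leaving out pgVAT 10 °C replicate 2 (684) or quadriceps 10 °C library 3 (553) closed the gap. The exact test (463), DESeq2 (416), the adjusted p (22), library size only (500) and filterByExpr (486) left it open.

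Several totals of differentially expressed genes can be read only from a figure of the paper. For ileum at 10 °C the paper shows about 600 in Fig. 4, read by eye, against 381 here. Library size only (411), filterByExpr (424), no filter beyond 1 count (576), the replicate block (523) and leaving out 10 °C replicate 2 (419) or 3 (542) or 22 °C replicate 1 (524) or 3 (425) closed the gap, while the exact test (389), DESeq2 (325) and the adjusted p (9) did not. For spinal cord the paper shows about 140 in Fig. 4, read by eye, against 39 here. Leaving out 22 °C mouse 2 (114) closed this gap, and the exact test (44), DESeq2 (41), the adjusted p (1), library size only (42), filterByExpr (88) and no filter beyond 1 count (229) did not.

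At 34 °C the paper shows for quadriceps about 590 in Fig. 4, read by eye, against 142 here. None of the alternatives set before the data were examined closed the gap (exact test 181, DESeq2 168, adjusted p 0, library size only 133, filterByExpr 204, no filter beyond 1 count 335, all libraries at 22 °C 146). For liver it shows about 860 in Fig. 4, read by eye, against 378. No filter beyond 1 count (634) closed that gap, unlike the exact test (418), DESeq2 (382), the adjusted p (43), library size only (370) and filterByExpr (476). For ileum it shows about 1400 in Fig. 4, read by eye, against 368. Leaving out 34 °C library 1 (1096) closed it, and the exact test (551), DESeq2 (574), the adjusted p (0), library size only (370), filterByExpr (503) and no filter beyond 1 count (695) did not. For brain it shows about 350 in Fig. 4, read by eye, against 27, and no alternative closed the gap (exact test 31, DESeq2 21, adjusted p 0, library size only 28, filterByExpr 90, no filter beyond 1 count 196).

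For genes changed at both temperatures the paper gives 172 in ileum, against 30 here. None of the alternatives set before the data were examined closed the gap: the exact test gave 42, DESeq2 46, the adjusted p 0, library size only 34, filterByExpr 42, no filter beyond 1 count 57 and single libraries left out at most 66. In opposite directions went the paper's 18% and 40% here. Leaving out 22 °C library 2 of the 34 °C experiment (24.4%) closed this gap, and the exact test (33.3%), DESeq2 (28.3%), library size only (35.3%), filterByExpr (42.9%) and no filter beyond 1 count (43.9%) did not. For quadriceps the paper gives 120 genes, against 61 here. No filter beyond 1 count (87) closed that gap, and so did leaving out 10 °C library 3 (80), 22 °C library 3 of the 34 °C experiment (81) or 34 °C library 3 (80). The exact test (72), DESeq2 (72), the adjusted p (0), library size only (64) and filterByExpr (74) did not. For brain the paper gives 0% in opposite directions, against 83.3% of 6 genes here, and no alternative closed the gap (exact test 83.3%, DESeq2 100%, library size only 83.3%, filterByExpr 71.4%, no filter beyond 1 count 86.7%).

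For the overlaps of the adipose tissues at 10 °C, the paper gives 61 genes higher in ingSAT and pgVAT, against 38 here that are not higher in iBAT. DESeq2 (46), library size only (42), no filter beyond 1 count (46) and leaving out pgVAT 10 °C replicate 2 (71) closed the gap, and the exact test (34), the adjusted p (0) and filterByExpr (40) did not. The paper gives 32 genes higher in all 3, against 55 here. Library size only (40) and leaving out pgVAT 22 °C replicate 2 (31) closed it, and the exact test (59), DESeq2 (67), the adjusted p (0), filterByExpr (57) and no filter beyond 1 count (70) did not. The paper gives 71 genes lower in ingSAT and pgVAT, against 155 here that are not lower in iBAT. Leaving out pgVAT 10 °C replicate 1 (66) closed this one, and the exact test (157), DESeq2 (200), the adjusted p (0), library size only (184), filterByExpr (154) and no filter beyond 1 count (166) did not.

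The paper gives 1508 genes expressed in 1 tissue only, against 645 here. A mean of at least 0.5 CPM (1050) and counts scaled to the smallest library (1022) closed the gap, and a mean raw count of at least 10 (761) and at least 5 raw counts in every library (686) did not. Counting over the genes of every table, an alternative chosen after seeing the values, gave 1244. The lowest Pearson correlation between libraries of a tissue is 0.92 in the paper and 0.857 here over the genes listed in all 4 tables. Over the genes of the tissue alone the lowest was 0.753, also in pgVAT, which did not close the gap, and no alternative for it was set before the data were examined.

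Some genes and rankings of the paper also came out differently. The paper has Atp2a1 lower in 7 tissues, and it was called here in iBAT only, with log2 fold changes between -2.5 in liver and -0.62 in bone marrow in the other 6. Liver was called by the exact test (-2.47), with library size only (-2.56), with no filter beyond 1 count (-2.49) and without 22 °C replicate 1 (-3.05) or 2 (-2.96), pgVAT without 22 °C replicate 1 (-2.17) and hypothalamus without 22 °C replicate 3 (-1.3). The paper counts Hspa1b as higher in 6 tissues, and 5 called it here. Spleen joined without 10 °C replicate 3 (1.09). In brain, no filter beyond 1 count (0.52) and the replicate block (0.49) brought p under the limit but left the change under 1.5-fold, so it was not called. The paper finds Elovl2 higher in pgVAT and Elovl3 in iBAT and ingSAT. Elovl2 was not called in pgVAT (2.61), except by DESeq2 (2.57) and without 10 °C replicate 2 (3.26), and Elovl3 was also called in quadriceps (7.74), where the paper's text on its Figure 4 gives 7.73. Elovl5 and Elovl6, which the paper places in the adipose tissues, were called in quadriceps too (1.07 and 4.58). The paper's text on this family has its highest regulation for Elovl3 in ingSAT (7.68 here). Quadriceps came out slightly higher, close to the paper's own value for muscle. The exact test (7.71 against 7.65 in ingSAT), DESeq2 (7.74 and 7.68), library size only (8 and 7.7), filterByExpr (7.73 and 7.68), no filter beyond 1 count (7.73 and 7.67) and the replicate block (7.71 in ingSAT) left this order. The adjusted p (0.056 in quadriceps, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all libraries at 22 °C (6.9 in quadriceps) and leaving out quadriceps 10 °C library 1 (7.04), 22 °C library 2 (7.16) or 3 (7.43) or ingSAT 10 °C replicate 1 (7.77) or 22 °C replicate 1 (8.37) put ingSAT first.

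At 34 °C the paper has Cyp26b1 higher in every tissue but brain. It was called in iBAT and ileum, in liver only without 34 °C library 1 (2.28) or 3 (2.33) and in quadriceps only without 22 °C library 1 (1.78). With all libraries at 22 °C its change in quadriceps had the other sign (-1.39). Lonrf3, which the paper names in iBAT, liver and quadriceps, was called in none of them. In iBAT it was called by DESeq2 (0.98), the exact test (0.99), library size only (1.25), no filter beyond 1 count (0.97) and without 22 °C library 1 (1.32) or 34 °C library 1 (1.19), and in liver without 22 °C library 1 (1.8). In quadriceps DESeq2 and the exact test (1.08 each), no filter beyond 1 count (1.08), all libraries at 22 °C (0.98) and leaving out 22 °C library 1 (1.44) or 34 °C library 1 (1.47) called it. Zbtb16 was called in iBAT and liver but in ileum only without 34 °C library 1 (1.7).

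Of the genes that the paper has lower at 34 °C in ileum, iBAT and quadriceps, Mrap, Orm1, Pnpla3 and Scd1 were called in iBAT and quadriceps but not in ileum, where Mrap was called without 22 °C library 3 (-1.31). Tlcd2, which it has lower in liver, iBAT and quadriceps, was called in liver. In iBAT it was called by DESeq2 (-0.94), the exact test (-0.93), no filter beyond 1 count (-0.94) and without 22 °C library 3 or 34 °C library 2 (-1.24 each), and in quadriceps with all libraries at 22 °C (-0.8) and without 34 °C library 1 (-1.17). Pfkfb3, which it has lower in ileum, iBAT and liver, was called in iBAT. In ileum it was called by DESeq2 (-0.72), the exact test (-0.71), filterByExpr (-0.72), library size only (-0.74), no filter beyond 1 count (-0.72) and without 22 °C library 2 (-0.95) or 34 °C library 1 (-0.94). In liver it was called with no filter beyond 1 count (-0.84) and without 22 °C library 3 (-1.12) or 34 °C library 1 (-1.1).

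The paper ranks brain and hypothalamus as the tissues with the fewest changes at 10 °C, and here spinal cord had fewer (39) than brain (112) and hypothalamus (84). DESeq2, with 54 genes in brain, 37 in hypothalamus and 41 in spinal cord, put hypothalamus lowest, as did the adjusted p (12, 0 and 1; unadjusted 112, 84 and 39). Without a filter beyond 1 count brain was lowest (224, against 257 in hypothalamus and 229 in spinal cord). The exact test (115, 91 and 44), library size only (118, 84 and 42) and filterByExpr (141, 96 and 88) left spinal cord lowest. Leaving out 22 °C mouse 2 of spinal cord (114) put brain and hypothalamus below it, as in the paper. Spinal cord leads the paper's ranking of genes expressed in 1 tissue, and pgVAT did here (229, against 36 in spinal cord). Epididymis genes in the pgVAT libraries may be part of the 229. For the share of higher genes found in 1 tissue the paper's text places pgVAT and iBAT first, with iBAT at 74%, while its Table 2 has iBAT at 49%. Here bone marrow (84%) and spleen (80%) led, and iBAT had 53.6%, close to that table. Of the thermogenic genes missing in some tissue, the paper has liver lacking most, and bone marrow lacked 20 here and liver 11. The paper finds no thermogenic gene changed in brain, and 1 was called here, with 0 under library size only and 0 at an adjusted p under 0.05. In ileum and liver most genes changed at both temperatures went in the same direction, as the paper has it, but in brain 5 of 6 went in opposite directions. The majority in ileum depends on single libraries. With 1 library left out its share in opposite directions ran from 24.4% to 73.3%.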

Other observations

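Of the tests in this part, those of muscle genes in iBAT, of iBAT genes in a liver library and of shares over the genes counted alike in both tables were chosen only after the result was seen, and the others before. The list tests are exact permutation tests on the summed CPM, two-sided, with a smallest p of 0.1 for 3 libraries against 3 and of 0.00216 for 6 against 6.

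Ucp1 and Elovl3 rose in quadriceps at 10 °C, and adipose tissue collected with the muscle is a candidate explanation. Genes abundant in iBAT at 10 °C and near 0 in quadriceps at 22 °C (13 genes) gained a median of 0.73% of their iBAT level (quartiles 0.47 to 1.31%), close to the shares of Ucp1 (0.891%) and Elovl3 (1.2%). Against ingSAT as the source, 10 such genes gained a median of 0.472% (quartiles 0.0629 to 2.38%), where Ucp1 and Elovl3 would need 6.74% and 6.14%. Several of these genes, such as Eno1 (305 CPM in iBAT at 22 °C in the largest table and 0.5 in the table with quadriceps), are hardly counted in the table with quadriceps. Over the genes within 4-fold between the tables in iBAT at 22 °C, the median was 1.09% of the iBAT level (10 genes) and 2.59% of the ingSAT level, the latter over only 5 genes, from 0.67 to 5.64%. These are too few to exclude ingSAT, which stays open as a source. The adipocyte list, of which quadriceps expresses all 10 genes, had all 10 higher, with sums of 1191 at 22 °C and 2185 CPM at 10 °C (median log2 fold change 1, exact p 0.2). Of the most abundant, Fabp4 had 115 to 211 CPM at 22 °C and 198 to 679 at 10 °C. The brown adipocyte list summed to 545 and 751 CPM there (8 genes tested, 6 higher, exact p 0.3), and Cox8b, its most abundant gene, which muscle also expresses, had 238 to 281 at 22 °C and 234 to 374 at 10 °C. Fat cells within the muscle that respond to cold, which the paper discusses, predict the same values and stay open. At 34 °C Ucp1 in quadriceps went from 2.76 ± 3.72 (SD, n = 3) CPM to 0 ± 0 (SD, n = 3), at least 38.8-fold lower, with an adjusted p of 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

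Atp2a1 fell in iBAT at 10 °C, and less skeletal muscle in the collected tissue may account for it. The 10 other tested genes of the skeletal muscle list all fell, with a median log2 fold change of -0.805 (from -1.17 to -0.592), beside -0.88 for Atp2a1. The whole list, of which iBAT has 11 tested genes, summed to 9552 CPM at 22 °C and 4737 at 10 °C (exact p 0.1), with Myh4, the most abundant, at 2373 to 3020 and 754 to 1805. Muscle genes other than Atp2a1 also fell at 10 °C in ingSAT (median -1.14, 10 of 10), pgVAT (-1.81, 10 of 10) and liver (-2.21, 7 of 7). In quadriceps 11 of 11 fell (median -0.452, with Atp2a1 at -0.469), where less muscle in the tissue is no ready explanation, so a change of these genes in muscle itself stays open beside a smaller share of muscle. A regulation of Atp2a1 by cold within brown fat cells was not tested.

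Hepatocyte genes were lower in iBAT at 10 °C. The 10 tested genes all fell, the list summed to 117 CPM at 22 °C and 6.11 at 10 °C (exact p 0.1), and Alb had 37.1 to 64.6 and 0 to 0.366. The median log2 fold change was -5.02, or -4.67 with the 3 genes of at most 3 counts in every cold library set at their limit. Scaling as the cause is argued against by a median of -5.02 under DESeq2's size factors and -5.16 under library size only. Liver RNA in the 22 °C libraries is a candidate explanation: 95 genes, chosen as over 500 CPM in liver and under 1 CPM in iBAT at 10 °C, stood in iBAT at 22 °C at a median of 0.0908% of their liver level (quartiles 0.0822 to 0.105%). The choice fixes their low values in the cold but not this even share. A change of these genes within iBAT stays open as untested. In the liver library of replicate 3 at 22 °C, 13 genes abundant in iBAT stood at a median of 1.37% of their iBAT level (quartiles 1.26 to 1.48%), so iBAT RNA or reads in that library may be present. Over 372 pairs of a library and another tissue, 21 pairs in 14 libraries had a median share of at least 0.1%, up to 2.58% for quadriceps genes in 34 °C library 1 of iBAT and 2.57% in its 22 °C library 2.

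Neutrophil precursor genes were lower in spleen at 10 °C. All 10 genes fell (spleen expresses all 10), from a sum of 610 to 125 CPM (exact p 0.1), a median log2 fold change of -2.62, with S100a9 at 145 to 280 CPM at 22 °C and 49.7 to 54.4 at 10 °C. Library scaling as the cause is argued against by a median of -2.61 under library size only. In bone marrow the same list (all 10 expressed) fell from 54973 to 40911 CPM, a median of -0.44 (exact p 0.00216, the smallest possible), and lower in 6 of 6 cold mice. Whether the tissues hold fewer such cells in the cold, or were collected differently, was not tested.

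The sequencing site and library kit go along with the tissue for part of the data. Over 23 libraries at 22 °C of tissues that were sequenced at both sites, tissue accounted for 86.5% of the variance. The lowest Pearson correlation of libraries of a tissue across sites was 0.857, and the highest of different tissues within a site 0.624, which argues against site as what groups the libraries by tissue. Bone marrow, spinal cord, quadriceps and the 34 °C libraries were sequenced at one site and the other 8 tissues at another, and the cold and warm mice came from different breeders, so a difference between 10 °C and 34 °C and these batches cannot be told apart.

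The other lists gave these values. In ingSAT at 10 °C the brown adipocyte list (10 tested, 10 higher) went from 204 to 2786 CPM (exact p 0.1) and the plasma cell list (9 tested) from 603 to 404 CPM (exact p 0.1). In iBAT at 34 °C the brown adipocyte list (10 tested, 10 lower) went from 12157 to 7666 CPM and the blood vessel list (10 tested, 9 higher) from 914 to 1685 (exact p 0.1 each). The clock list (17 tested in iBAT at 10 °C, 7 higher and 10 lower) went from 989 to 761 CPM (exact p 0.1). The heat shock list in ileum at 10 °C (12 tested, 12 higher) went from 1969 to 2614 CPM (exact p 0.1), and the ribosomal RNA-like list there (9 tested) from 7351 to 1031 (exact p 0.1), nearly all of it Lars2. B cell genes in ileum at 34 °C (10 tested, 10 lower) went from 371 to 96.1 CPM (exact p 0.2). Red cell precursor genes in bone marrow (5 tested, 5 higher) went from 9856 to 12448 CPM (exact p 0.00216). The pituitary list had 448 and 455 CPM in brain (5 tested, exact p 0.8) and 339 and 324 in hypothalamus (6 tested, exact p 0.2).

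Epididymis genes in pgVAT (20 tested, 19 higher) summed to 3619 CPM at 22 °C and 24856 at 10 °C (exact p 0.4). In iBAT 6 of them were tested, and the list went from 1.87 to 24.1 CPM (exact p 0.1). Pancreas acinar genes (11 tested in each tissue) summed to between 0.199 and 2251 CPM in the 3 quadriceps libraries at 22 °C and between 19.7 and 4725 in the 3 spleen libraries at 10 °C.

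Among genes with an adjusted p under 0.05 and groups that do not overlap (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 3 against 3 libraries part this way by chance for 10% of genes), the largest changes not reported elsewhere were these. In iBAT at 10 °C, Gpx5 (ENSMUSG00000004344, chr13:21286429–21292731) had 0 ± 0 (SD, n = 3) and 4.66 ± 3.89 (SD, n = 3) CPM, at least 26.6-fold higher (adjusted p 0.00837). Ahsg (ENSMUSG00000022868, chr16:22891277–22899449) had 6.86 ± 2.58 (SD, n = 3) and 0 ± 0 (SD, n = 3), at least 37.9-fold lower (adjusted p 0.000959). In the same libraries the epididymis list rose and the hepatocyte list fell, as described above. In 10 °C replicate 3 of iBAT, 15 genes abundant in pgVAT stood at a median of 0.448% of their pgVAT level. RNA from other tissues was not excluded for Gpx5 or Ahsg, so neither change can be read as a response of brown fat. In ileum Lars2 (ENSMUSG00000035202, chr9:123366927–123462666) went from 7113 ± 2673 to 616 ± 219 (SD, n = 3 each), a log2 fold change of -3.53 (standard error 0.35; adjusted p 0.0455). Capn11 (ENSMUSG00000058626, chr17:45630204–45659325) in spleen went from 2.27 ± 0.519 to 0.151 ± 0.0706 (SD, n = 3 each), a change of -3.78 (standard error 0.389; adjusted p 0.0249). In bone marrow Scn4b (ENSMUSG00000046480, chr9:45138395–45154152) rose from 3.22 ± 1.01 to 6.29 ± 0.698 (SD, n = 6 each), by 0.96 (standard error 0.166; adjusted p 0.00366), and Apol11a (ENSMUSG00000091650, chr15:77508271–77518051) went from 7.3 ± 1.78 to 3.27 ± 0.563 (SD, n = 6 each), a change of -1.16 (standard error 0.158; adjusted p 0.00274).

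In spinal cord Fos (ENSMUSG00000021250, chr12:85473890–85477273) rose from 12.2 ± 1.85 to 21.4 ± 1.7 CPM (SD, n = 5 each), by 0.81 in log2 (standard error 0.0994; adjusted p 0.0425, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In brain at 10 °C Gm20594 (ENSMUSG00000096887, chr6:79817916–79818364) rose from 4.1 ± 0.406 (SD, n = 2) to 30.4 ± 26.4 (SD, n = 3), by 2.85 (standard error 0.499; adjusted p 0.0169, same test), and Fabp7 (ENSMUSG00000019874, chr10:57784881–57788450) went from 48.3 ± 3.34 (SD, n = 2) to 32.4 ± 2.61 (SD, n = 3), a change of -0.58 (standard error 0.092; adjusted p 0.00591, same test). At 34 °C Fras1 (ENSMUSG00000034687, chr5:96373955–96784728) in iBAT rose from 0.344 ± 0.221 to 12.6 ± 2.95 (SD, n = 3 each), by 5.19 (standard error 0.501; adjusted p 0.00132, same test). In liver Dio3os rose from 0.451 ± 0.33 to 5.2 ± 0.718 (SD, n = 3 each), by 3.52 (standard error 0.493; adjusted p 0.0292, same test), and Moxd1 (ENSMUSG00000020000, chr10:24223517–24302790) went from 13.5 ± 7.05 to 0.0582 ± 0.0667 (SD, n = 3 each), a change of -7.83 (standard error 0.685; adjusted p 0.0042, same test). Across all genes tested at both temperatures, the log2 fold changes at 10 °C and 34 °C had a Pearson correlation of 0.211 in ileum, 0.148 in liver and -0.0258 in brain.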
